# Oligodendrocyte Piezo2 is a regulator of age-dependent myelin integrity and dysregulated in multiple sclerosis

**DOI:** 10.1038/s42003-026-10530-3

**Published:** 2026-06-20

**Authors:** Julia Dyckow-Schubart, Amelie M. Rabitsch, Celine Geywitz, Christina Mayer, Celia Lerma-Martin, Natalie Ludwig, Matthew Smith, Heidrun Potschka, Peter A. Calabresi, Klaus-Armin Nave, Manuel A. Friese, Wiebke Möbius, Lucas Schirmer

**Keywords:** Ion channels in the nervous system, Neuroimmunology

## Abstract

Studies on the mechanosensitive ion channel Piezo2 largely focus on its role in the peripheral nervous system, particularly in touch and pain sensation. Here, we investigate Piezo2 function in the anterior visual pathway of the central nervous system with a focus on oligodendrocyte (OL) biology and myelin integrity. Using single-nucleus RNA sequencing, we identify *Piezo2* expression in late differentiated OLs of the murine optic nerve, with minor expression in retinal ganglion cells. OL-specific *Piezo2* deficiency results in age-dependent motor impairment and selective disruption of myelin compaction in small-caliber optic nerve axons, a fiber population known to be particularly vulnerable in demyelinating disease. Differential gene expression analysis further indicates that Piezo2 regulates myelin compaction and white matter integrity in mature OLs. Consistent with these findings, OL-encoded *PIEZO2* expression is reduced in optic nerve lesion areas from multiple sclerosis patients, highlighting a convergent mechanism of small-caliber fiber vulnerability. Together, these data identify Piezo2 as an age-related regulator of OL function and myelin integrity, with potential relevance for preserving white matter structure in multiple sclerosis.

## Abstract (web summary)

Oligodendroglial Piezo2 is shown to regulate myelin compaction in small optic nerve axons. Its downregulation in multiple sclerosis suggests Piezo2 as a therapeutic target to support white matter integrity in chronic inflammation.

## Introduction

Piezo proteins are a class of mechanically activated cation channels in vertebrates, which consists of two members, Piezo1 (Fam38A) and Piezo2 (Fam38B)^1,2^. Activation of these pore-forming transmembrane channels induces non-selective cation currents, leading to membrane depolarization and calcium-dependent signaling pathways^3^. So far, most studies focused on the slowly-adapting channel Piezo1, which is associated with vascular development^1,4^, regulation of cell density and proliferation^5,6^, and mediating shear stress in different compartments and cell types^7–11^. In the nervous system, for example, Piezo1 has been reported to provide oligodendrocyte precursor cells (OPCs) with information about mechanical properties of their extracellular environment (ECM)^12^.

Piezo2, on the other hand, adapts rapidly and is known to be expressed in dorsal root ganglia and in the skin, conferring proprioception, touch and pain sensation^13–16^. Its function has been studied in the peripheral nervous system (PNS), where it has been reported to play a role in Schwann cell (SC) myelination^17^. Although one study reported *Piezo2* gene expression in parts of the central nervous system (CNS) including the optic nerve (ON), brain and corpus callosum by using conventional PCR, focus was not on oligodendrocytes (OLs)^18^, hence, its cellular distribution and functional role remain poorly characterized. To address this gap, we aimed to investigate its expression pattern and function in the CNS with a focus on the anterior visual system, consisting of ON white matter (WM) and retinal gray matter with its projection neurons, the retinal ganglion cells (RGCs).

Of note, the ON represents one of the CNS regions most susceptible to demyelination and inflammation in multiple sclerosis (MS), the most prevalent chronic inflammatory CNS disease in humans, leading to progressive neuroaxonal damage^19^ and associated with alterations of ECM stiffness^20–22^. OLs, the myelinating cells of the CNS that ensheath axons with concentric tightly packed layers of myelin, are essential for fast saltatory conduction and are key disease targets in MS^23^. Given that OLs contribute to the CNS extracellular environment^24^ and are directly influenced by the ECM in their function^24–26^, and that myelination can be modulated by axonal electrical activity through OL calcium transients^27,28^, we hypothesized that OL-intrinsic Piezo2-mediated mechanosensation plays roles in myelination and myelin integrity, which becomes dysregulated in diseases like MS^29^. Importantly, small-caliber axons are known to be particularly vulnerable to demyelination and degeneration in MS^30,31^, yet the molecular mechanisms underlying this selective susceptibility remain poorly understood. We therefore specifically considered whether mechanosensitive pathways in OLs may differentially contribute to the maintenance of small-caliber fiber integrity.

In this study, we used single-nucleus RNA-sequencing (snRNA-seq) and in situ hybridization (ISH) to study *Piezo1* and *Piezo2* expression in the distinct cells of the anterior visual system including mouse ON and retina. As *Piezo2* was mainly expressed in myelinating OL lineage cells, we used two different OL-specific *cre*-driven knockout mouse lines to study the consequences of *Piezo2* loss-of-function over time. Mice lacking *Piezo2* exhibited decreased body weights and motor deficits in rotarod behavioral testing. Besides, we assessed disrupted compact myelin structure in OL-specific *Piezo2*-deficient ON and spinal cord tissues by electron microscopy (EM), with a pronounced and selective impairment of myelin compaction in small-caliber axons, particularly emerging during aging. In line, differential gene expression (DGE) analysis of snRNA-seq data indicated roles of *Piezo2* in myelination and WM integrity. Also, we proved *PIEZO2* to be downregulated in OLs in normal-appearing WM (NAWM) and peri-plaque WM (PPWM) regions in ON tissue from MS patients, supporting a convergent mechanism of small-caliber fiber vulnerability in human disease. To conclude, our findings identify OL-encoded *Piezo2* as a critical regulator of WM integrity and function, which becomes relevant under chronic inflammatory-demyelinating conditions like MS.

## Results

### *Piezo2* is expressed in OL and fibroblast subtypes in the adult ON

To characterize mRNA expression of Piezo channels in ON cell types under physiological conditions, we first performed snRNA-seq of 24 ON samples from *Piezo2*^*f/f*^ *cre*-negative mice at P120 (*n* = 4 reactions, 6 ONs pooled per reaction). 

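Each of the 4 control libraries (replicates 1 to 4) held nuclei from 6 ONs of 3 female mice. The droplet barcode of each read assigned it to a nucleus, and unique molecular identifiers (UMIs) were used to count transcripts. The authors counted UMIs per gene and barcode with Cell Ranger on the mouse reference GRCm39, and the deposited values are these counts for every barcode, without normalization. The removal of ambient RNA, low-quality nuclei and doublets described in the methods is not part of the deposited counts. A library held between 39628926 and 48784051 UMIs, with a median of 45260671. Barcodes were called nuclei when they passed the OrdMag threshold of Cell Ranger or, with at least 500 UMIs, when their profile differed from that of empty droplets at a false discovery rate of 0.01. This gave 4509 to 6713 called nuclei per library, which held 33.7% to 47.9% of its UMIs. The limits of the methods on genes, mitochondrial counts and median absolute deviations were then applied. Doublets were scored with Scrublet, and the 3.60% to 5.36% of nuclei with the highest scores were removed from each library. For tests, counts were summed per library and cell type, so that libraries and not nuclei are the replicates. Expression is given in CPM, which relates the UMIs of a gene to all UMIs of such a sum. Genes were tested on the sums with edgeR's quasi-likelihood test, two-sided, with TMM normalization and Benjamini-Hochberg adjustment. As in the methods, a gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.5.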

After removing potential doublets and low-quality profiles, 13,173 nuclei remained with an average of 3293 nuclei and 1518 detected genes per nucleus (Supplementary Fig. 1a-d, Supplementary Data 1).

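In the counts analysed here, 16603 nuclei remained in the control libraries, with 5417, 3593, 4191 and 3402 in replicates 1 to 4. This is a mean of 4151 ± 909 nuclei per library (SD, n = 4). Genes detected per nucleus averaged 1798 ± 177 over the library means (SD, n = 4). The lowest library mean, 1563 genes, was that of replicate 1, which held the most nuclei, and the highest was 1952. The median UMI count per nucleus lay between 2450 and 3122. The choice that moved these values most was the calling of nuclei. With every barcode of at least 500 UMIs taken as a nucleus, 6371 nuclei per library and 1208 genes per nucleus were found. The paper's count was taken after clusters of low quality had also been excluded, and 15433 of the 16603 nuclei lay in clusters that could be named here.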

Using pan-cell type marker genes and published data, we identified 8 major cell types: astrocytes, endothelial cells, fibroblasts, myeloid cells, neurons, oligodendrocytes (OLs), oligodendrocyte precursor cells (OPCs), and T cells (Supplementary Fig. 1e; Supplementary Data 2). 

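Nuclei of all 8 ON libraries were clustered together by the Leiden method at resolution 3. The clustering used 30 principal components of 3000 variable genes, without *Piezo1*, *Piezo2*, *Olig2* and *Cspg4*, since these are results. Each of the 49 clusters was named from fixed marker lists built on Supplementary Data 2, so that a name such as OL means that the cluster is OL-like by its markers. In the control libraries, 7934 nuclei were named OLs, 4117 astrocytes, 1758 fibroblasts, 709 myeloid cells, 348 OPCs, 217 neurons, 189 endothelial cells and 70 T cells. The lists also gave 48 committed OPCs and 43 mural cells. OLs made up 50.8% ± 5.46 of the nuclei of a control library, astrocytes 27.0% ± 8.76 and fibroblasts 11.6% ± 4.46 (SD, n = 4). No name was given to 9 clusters with 2387 nuclei, which hold 7.05% of the control nuclei. The largest of these were a cluster of 823 nuclei with few UMIs, led by hemoglobin genes, and a cluster of 649 nuclei with markers of both myeloid cells and OLs. A pair of OL clusters, with 791 and 496 nuclei, came mostly from the control libraries (91.8% and 90.1%), and a single library held 72.9% and 73.8% of their nuclei. These libraries were not integrated by a model such as scVI.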

The neuronal cluster likely reflects contamination from adjacent brain tissue during dissection. 

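Neurons were unevenly spread over the libraries. Of the 369 nuclei named neurons in the 8 libraries, 122 came from control replicate 3, and the smallest number in a library was 18. Neurons made up 3.20% of the nuclei of replicate 3 and 0.740% to 0.968% of those of the other control libraries. Replicate 3 also held RNA of pituitary hormone genes. A cluster of 103 nuclei led by *Gh* and *Prl* came only from control libraries, with 86.4% of its nuclei from one of them, and was left unnamed. In the empty droplets of replicate 3, *Gh* was counted at 2491 CPM, *Prl* at 4703 CPM and *Pomc* at 584 CPM.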

*Piezo1* was primarily expressed in endothelial cells, whereas *Piezo2* revealed highest expression in myelinating OLs and a fibroblast subtype (Fig. 1a, Supplementary Fig. 1e). 

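*Piezo1* is listed as ENSMUSG00000014444 on chromosome 8 of GRCm39, from 123208437 to 123278072, and *Piezo2* as ENSMUSG00000041482 on chromosome 18, from 63143284 to 63520260.
In the control libraries, 7 cell types and 9 fibroblast subclusters were compared, each with the mean of the others, over 10072 genes.
*Piezo1* was highest in endothelial cells, with 94.7 ± 15.3 CPM (SD, n = 4 libraries), and its log2 difference from the mean of the other types was 2.93 (standard error 0.27, adjusted p = 3.1e-15).
It was also high in myeloid cells, with 59.8 ± 4.15 CPM and a log2 difference of 2.27 (standard error 0.23, adjusted p = 1.4e-13).
T cells had 45.2 ± 14.2 CPM, but only 70 nuclei (log2 difference 1.50, adjusted p = 0.0611).
In OLs, *Piezo1* was counted at 0.825 ± 0.252 CPM. OPCs had 3.12 ± 2.90 CPM, from only 5 UMIs in 348 nuclei, which was below the mean of the other types (log2 difference −1.73, edgeR adjusted p = 0.0084).
*Piezo2* reached 447 ± 60.0 CPM in OLs, a log2 difference of 2.40 (standard error 0.19, adjusted p = 1.6e-18).
Fibroblast subclusters 5 and 2 had more *Piezo2* than OLs, with 1144 ± 153 and 750 ± 108 CPM and log2 differences of 3.47 and 2.85.
Astrocytes had 23.1 ± 2.6 CPM (log2 difference −2.42, adjusted p = 8.7e-11), and myeloid cells 99.5 ± 40.8 CPM.
Endothelial cells had 126 ± 85.2 CPM of *Piezo2*, which did not differ from the mean of the other types (adjusted p = 1.0).
With each library left out in turn, the difference stayed between 2.88 and 3.24 for *Piezo1* in endothelial cells and between 2.20 and 2.40 for *Piezo2* in OLs.

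**Figure D1:**
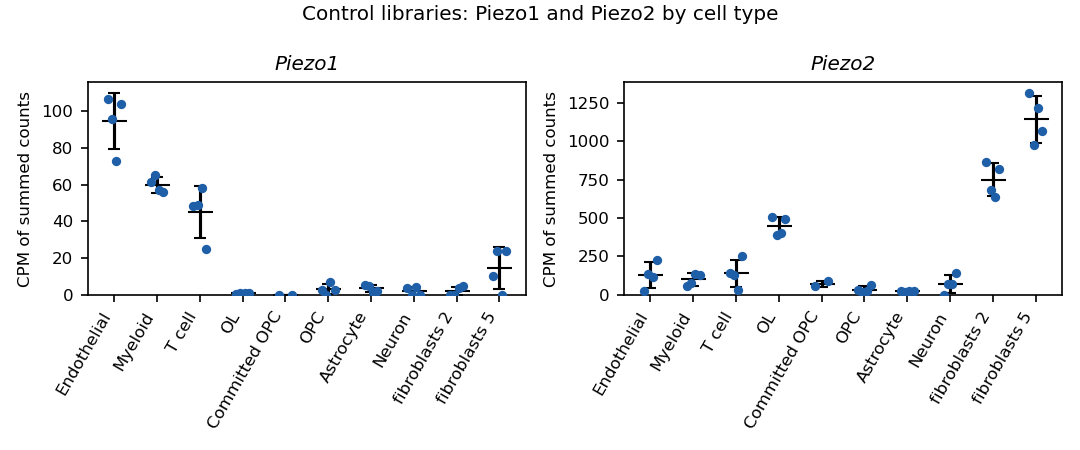
Expression of *Piezo1* (left) and *Piezo2* (right) in CPM of summed counts, by cell type of the 4 control libraries, with 1 point per library and the mean ± SD as bars. *Piezo1* is highest in endothelial cells at 94.7 CPM, and *Piezo2* in fibroblast subcluster 5 at 1144 CPM.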

Within OLs, *Piezo2* expression was heterogeneous (Supplementary Fig. 1f), prompting subclustering into *Piezo2*-expressing (*Piezo2*^*+*^ OLs) and non-expressing OLs (*Piezo2*^*-*^ OLs) (Fig. 1b).

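A *Piezo2* UMI was found in 53.2%, 54.4%, 52.0% and 62.6% of the OLs of control replicates 1 to 4, with 2844, 1817, 1994 and 1279 OLs. The mean was 55.5% ± 4.78 (SD, n = 4), at a median depth of 2790.5 UMIs per nucleus. In astrocytes, which serve as the background from free RNA, it was 5.56% ± 0.865 at a median depth of 3021.5 UMIs. After every nucleus was thinned to 1000 UMIs, 30.7% ± 3.14 of OLs and 1.99% ± 0.266 of astrocytes had a *Piezo2* UMI, and 339 OLs with fewer UMIs were left out. Between 29.4% and 39.3% of the OLs of a library had 2 or more *Piezo2* UMIs. If all OLs of a library carried *Piezo2* at one level in proportion to their depth, counting noise alone would give a UMI in 66.1%, 66.9%, 66.8% and 75.3% of them. The observed shares were lower, with ratios of 0.777 to 0.831. Of 109 other genes of similar level in OLs, between 4 and 8 per library had a lower ratio than *Piezo2*.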

**Fig. 1:**
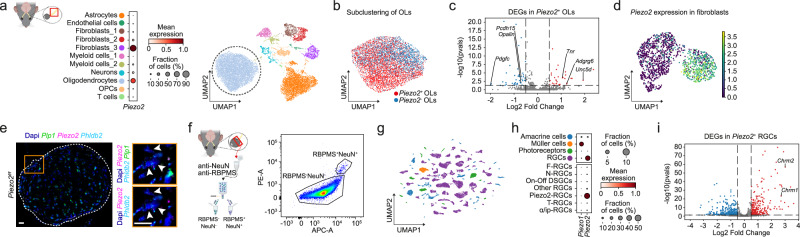
*Piezo2* gene expression in ON and retina of P120 *Piezo2*^*f/f*^ control mice. **a** Dot plot of averaged, z-transformed *Piezo2* expression across cell clusters (*n* = 13,173 nuclei) from snRNA-seq of 24 ON samples (*n* = 4 *Piezo2*^*f/f*^ reactions, 6 samples pooled per reaction, left) with corresponding UMAP visualization (right). **b** UMAP of OL subclustering into *Piezo2*^*+*^ OLs and *Piezo2*- *Piezo2*^*-*^ OLs. **c** Volcano plot of differentially expressed genes comparing *Piezo2*^*+*^ and *Piezo2*^*-*^ OLs (two-tailed Wald test, BH-adjusted). **d** UMAP of *Piezo2* expression in ON fibroblasts. **e** RNA ISH showing *Piezo2* expression in ON fibroblasts (*Phldb2*^*+*^) at meningeal border regions. **f** Schematic of FACS gating strategy for retinal ganglion cell (RGC) isolation (left) and representative flow cytometry plot of RBPMS^*+*^ NeuN^*+*^ RGCs (right). **g** UMAP of retinal cell types (*n* = 13,485 nuclei) from snRNA-seq of 24 retina samples (*n* = 4 *Piezo2*^*f/f*^ reactions, 6 samples pooled per reaction). **h** Dot plots of averaged, z-transformed *Piezo1* and *Piezo2* expression across retinal cell types (top, corresponding to g) and RGC subclusters (bottom). **i**, Volcano plot of differentially expressed genes comparing *Piezo2*^*+*^ and *Piezo2*^*-*^ RGCs (two-tailed Wald test, BH-adjusted). *P < 0.05. Cartoons created in BioRender. Dyckow, J. (2026) https://BioRender.com/z0yinhh.

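Counts of OLs with a *Piezo2* UMI and of OLs without one were summed within each of the 4 control libraries. The groups differed in depth, since a UMI is found more often in a nucleus with more UMIs: the library medians were 2613.5 to 3373.5 UMIs in *Piezo2*+ OLs and 1851 to 2559 UMIs in *Piezo2*- OLs. Among 12334 genes tested, 57 were called higher and 17 lower in *Piezo2*+ OLs, and the 57 include *Piezo2* itself, which defines the groups. *Tnr* (ENSMUSG00000015829, chromosome 1, 159351339 to 159759299) was higher in 4 of 4 libraries, with 50.5 ± 2.92 CPM in *Piezo2*+ OLs and 26.4 ± 2.15 CPM in *Piezo2*- OLs (SD, n = 4). Its log2 fold change was 0.95 (standard error 0.12, adjusted p = 0.0050 from edgeR). *Tnr* was no longer called without replicate 2 (0.91, adjusted p = 0.0993), replicate 3 (0.97, adjusted p = 0.0684) or replicate 4 (0.95, adjusted p = 0.0552), or after thinning (0.85, adjusted p = 0.160). *Pdgfc* (ENSMUSG00000028019, chromosome 3, 80943668 to 81121473) was lower in 4 of 4 libraries, with 4.80 ± 1.52 against 13.9 ± 2.69 CPM and a log2 fold change of −1.49 (standard error 0.26, adjusted p = 0.0215). It lost its call without replicate 2, 3 or 4 (adjusted p = 0.169, 0.246 and 0.146) and with *Piezo2*- OLs matched for UMIs (−1.24, adjusted p = 0.157). *Pcdh15* (ENSMUSG00000052613, chromosome 10, 72935174 to 74485569) was lower in 4 of 4 libraries, with 122 ± 23.0 against 182 ± 28.3 CPM, but was not called (log2 fold change −0.56, standard error 0.16, adjusted p = 0.204). The model with the library as a block follows the pairing of the sums. It called 436 genes, 210 higher and 226 lower, among them *Tnr*, *Pdgfc* and *Pcdh15* (−0.55, adjusted p = 4.7e-19). These 3 genes kept their calls in it with each library left out, an analysis chosen after seeing the data. With the block, *Tnr* was also called after thinning (0.82, adjusted p = 9.3e-05 from edgeR), but *Pcdh15* was not (−0.49). *Pdgfc* was called with the block and matched UMIs (−1.24, adjusted p = 3.1e-04 from edgeR). These settings were also chosen after seeing the data. Without a filter on low counts *Pcdh15* was called as well (−0.52, adjusted p = 0.0285). *Unc5d*, which is printed in Fig. 1c, was called higher (log2 fold change 1.66, adjusted p = 0.0213), while *Adgrg6* (0.54, adjusted p = 0.0560) and *Opalin* (−0.54, adjusted p = 0.147) were not called, although both were with the block. Other genes with small adjusted p and one direction in every library were *St8sia5*, *Ctnna2* and *Col13a1*, higher by 0.87 to 1.26 on the log2 scale, and *C030029H02Rik*, *Kif21b*, *Hivep2*, *Kit* and *Arhgap24*, with log2 fold changes of −1.17 to −0.93. The paper names 28 genes for the ON besides *Piezo2*, the genes above from the text and Fig. 1c included. Of these, 3 were called over all genes tested, namely *Tnr*, *Pdgfc* and *Unc5d*, and 10 when adjusted over the list alone. This is not independent evidence because the paper chose these genes on the same libraries. With *Piezo2*- OLs matched for UMIs 45 genes were called, 42 of them among the 74, and after thinning to 1000 UMIs 7 genes were called. Without the block the count fell to 29, 2, 10 and 10 genes without replicate 1, 2, 3 or 4, while with the block it stayed between 348 and 441. The list of Supplementary Data 1 for Fig. 1c holds 1450 genes, and 72 of the 73 genes that the paper calls besides *Piezo2* were tested here, of which 72 changed in the same direction and 33 were called.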

Differential gene expression analysis revealed enrichment of *Tnr* in *Piezo2*^*+*^ OLs, a gene linked to OL maturation and myelin formation^32–34^; while markers of OPCs and early OL stages (e.g., *Pcdh15*, *Pdgfc*^35–38^) were reduced (Fig. 1c; Supplementary Data 1). 

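OLs of the control libraries were ranked by a score from the subtype markers of Supplementary Data 3, which was the mean level of *Trf*, *Apod* and *Klk6* (MOLs) minus that of *Mbp*, *Mog* and *Mal* (MFOLs). Within each library, OLs were cut into 3 groups of equal size by this score, and the upper group was set against the lower one, with 2643 nuclei each in all. *Piezo2* was higher in the upper group in 4 of 4 libraries, with 594 ± 69.8 against 322 ± 63.0 CPM (SD, n = 4). The exact paired permutation test gave p = 0.13, the smallest that 4 libraries allow, two-sided. In edgeR's test the log2 fold change was 0.87 (standard error 0.14, adjusted p = 0.0056 over 11338 genes). Without the library as a block, this call was lost without replicate 3 (0.78, adjusted p = 0.0844) or replicate 4 (0.83, adjusted p = 0.0658) and after thinning to 1000 UMIs (0.66, adjusted p = 0.0995). With the library as a block, an alternative chosen after seeing the data because both groups come from the same libraries, it was 0.88 (edgeR, adjusted p = 2.1e-16) and stayed called with any library left out (0.77 to 0.99) and after thinning (0.67). Within the upper part of this score, a second score took *Grm3* and *Jph4* (MOL 5-6) minus *Far1* and *Pmp22* (MOL 1-4). Between the upper and lower of 3 groups by this score, of 1322 nuclei each, *Piezo2* measured 492 ± 78.7 and 576 ± 74.3 CPM and was higher in the upper group in 1 of 4 libraries (exact p = 0.25). The log2 fold change was −0.23 (standard error 0.14, adjusted p = 0.734), and with the block it was −0.22 (edgeR, adjusted p = 0.0036). After thinning it was 0.02, or 0.04 with the block (adjusted p = 0.982), so its direction is not resolved at equal depth. Of 10 subclusters of OLs, the 5 with the highest first score had 316 to 943 CPM of *Piezo2* and the 5 with the lowest 294 to 455 CPM.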

Further subclustering, by using published data^38^, into myelin-forming OLs (MFOLs) and mature OLs (MOLs) showed strongest *Piezo2* expression in MOLs, particularly in MOL 5-6, representing late-stage adult OLs^38^ (Supplementary Fig. 1g, h; Supplementary Data 3). Consistently, RNA ISH for *Bcas1* showed that most differentiation-committed OPCs and newly-formed OLs did not co-express *Piezo2* (Supplementary Fig. 1i; Supplementary Data 1, 4). In addition, a fibroblast subtype expressed *Piezo2* (Fig. 1a,d), which was spatially confirmed by RNA ISH using the pan-fibroblast marker *Phldb2* (Supplementary Fig. 1j), localizing these cells to ON meningeal border regions (Fig. 1e).

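Fibroblasts of all libraries were split into 12 subclusters without *Piezo2* among the genes used, and 9 of them had enough nuclei to be compared. Subclusters 2 and 5, with 321 and 174 control nuclei, stood out by *Adamtsl3* (ENSMUSG00000070469), a fibroblast marker of Supplementary Data 2, with 2995 ± 595 and 1875 ± 292 CPM (SD, n = 4 libraries). The other 7 compared subclusters had between 22.9 and 271 CPM of *Piezo2*. *Piezo2* was higher in subcluster 2 than in the mean of the others in 4 of 4 libraries, by 2.72 on the log2 scale (SD 0.27), and in subcluster 5 by 3.41 (SD 0.52). The exact paired test gave p = 0.13 for both, two-sided, the smallest that 4 libraries allow. The difference for subcluster 2 moved most, to 3.31, after subtraction of an ambient profile. *Phldb2* (ENSMUSG00000033149) was counted in every one of these subclusters, at 906 ± 118 CPM in subcluster 2, 1194 ± 161 CPM in subcluster 5, and between 545 and 1942 CPM in the others.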

In summary, *Piezo2* marks highly-differentiated, late-stage OLs and a subset of border-associated fibroblasts in the adult mouse ON.

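Along the OL lineage of the control libraries, *Piezo2* was counted at 33.9 ± 20.1 CPM in OPCs (SD, n = 4 libraries, 49 UMIs in 348 nuclei). Its log2 difference from the mean of the other cell types was −1.67 in OPCs. Committed OPCs gave 30 *Piezo2* UMIs in 48 nuclei, and only 2 control libraries held at least 10 of these nuclei. From the expression in MOLs and in a fibroblast subtype, together with its ISH, the paper concludes that *Piezo2* marks OLs late in differentiation and fibroblasts at the border of the ON.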

### *Piezo2* is selectively expressed in distinct RGC subtypes in the adult retina

In addition to the ON, we examined *Piezo1/2* gene expression in the retina, whose RGCs project through the ON to the thalamus. RGCs were isolated from 24 retinae of *Piezo2*^*f/f*^ control mice at P120 (*n* = 4 reactions, 6 pooled retinae per reaction) using fluorescence activated cell sorting (FACS) enrichment with antibodies against RBPMS and NeuN (Fig. 1f, Supplementary Fig. 1k). snRNA-seq yielded 13,485 nuclei after quality control, with an average of 3371 nuclei and 2689 detected genes per nucleus (Supplementary Fig. 1l-o, Supplementary Data 1).

Based on established markers and published data^39^, we identified RGCs, amacrine cells, Müller glia, and photoreceptors (Fig. 1g,h, Supplementary Fig. 1p; Supplementary Data 5). *Piezo1* was primarily expressed in Müller glia, whereas *Piezo2* was restricted to specific RGC subclusters (Fig. 1h, Supplementary Fig. 1q). Subclustering identified 4 RGC populations with robust *Piezo2* expression (Supplementary Fig. 1r,s), which were collectively defined as Piezo2-RGCs, distinct from previously described RGC subtypes^40,41^ (Supplementary Fig. 1t). Remaining RGCs were grouped as “Other RGCs*”* (Fig. 1h, Supplementary Fig. 1t; Supplementary Data 6). Next, we analyzed differentially expressed genes (DEGs) comparing *Piezo2*-expressing RGCs (*Piezo2*^*+*^ RGCs) to *Piezo2*-non-expressing RGCs (*Piezo2*^*-*^ RGCs). *Piezo2*^*+*^ RGCs were enriched for *Chrm1* and *Chrm2*, encoding muscarinic acetylcholine receptors^42^ (Fig. 1i; Supplementary Data 1), suggesting that *Piezo2* marks a subset of RGCs associated with cholinergic signaling and potentially specialized retinal circuit function.

### OL-specific *Piezo2* ablation and distinct *Piezo1/Piezo2* expression in OL lineage cells

To investigate the functional role of Piezo2 in OL lineage cells, we generated two different loss-of-function mouse models by crossing *Piezo2*^*f/f*^ mice with either *Olig2-cre* or *Cnp-cre* lines (see methods). Notably, *Olig2-cre*-mediated *Piezo2* loss-of-function mice are heterozygous for *Olig2*; however, previous studies indicate that *Olig2* heterozygosity does not affect myelination^43,44^.

RNA ISH for *Piezo1* and *Piezo2* in mouse ON tissue demonstrated a marked reduction of *Piezo2* expression in *Plp1*-expressing (myelinating) OLs in both conditional knockout (cKO) lines compared to *Piezo2*^*f/f*^ controls, confirming efficient OL-specific ablation at 30 days (P30) and 120 days (P120) postnatally (Fig. 2a,b; Supplementary Data 1, 7). In *Piezo2*^*f/f*^ controls*, Piezo2* was expressed in 25% of myelinating OLs at P30, increasing to 32% at P120. In contrast, *Piezo2* was not detected in *Cspg4*-expressing OPCs at either time point (Supplementary Fig. 2a-c; Supplementary Data 1, 7). Conversely, *Piezo1* expression was low in myelinating OLs but enriched in OPCs, with 28% of OPCs expressing *Piezo1* at P30, and 35% at P120 (Fig. 2a,b, Supplementary Fig. 2a-c; Supplementary Data 1, 7). No compensatory upregulation of *Piezo1* was found in either *Piezo2* cKO model (Fig. 2b; Supplementary Data 1, 7).

**Fig. 2:**
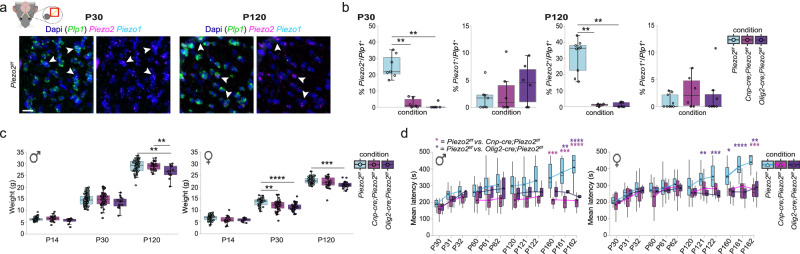
Characterization of OL-specific *Piezo2* loss-of-function mouse models. **a** Representative RNA ISH images of ON cross-sections from *Piezo2*^*f/f*^ mice at P30 and P120 using probes against *Piezo1, Piezo2*, and *Plp1*. Arrowheads indicate *Piezo2*^*+*^*Plp1*^*+*^ OLs. Scale bar: 20 µm. **b** Boxplots showing the percentage of *Piezo2*^+^ (*Piezo2*^+^/*Plp1*^+^) and *Piezo1*^+^ (*Piezo1*^+^/*Plp1*^+^) of all OLs at P30 (left) and P120 (right) in *Piezo2*^*f/f*^ (*n* = 7 (P30), 9 (P120)), *Cnp-cre;Piezo2*^*f/f*^ (*n* = 6 (P30), 6 (P120)), and *Olig2-cre;Piezo2*^*f/f*^ (*n* = 6 (P30), 7 (P120)) mice. Kruskal-Wallis with pairwise Wilcoxon test, Holm-adjusted. **c** Body weight distribution at P14, P30 and P120 in *Piezo2*^*f/f*^, *Cnp-cre;Piezo2*^*f/f*^ and *Olig2-cre;Piezo2*^*f/f*^ mice separated by sex (male, left; female, right). *n* = 10 - 89 mice per sex/genotype/time point (see Methods). Kruskal-Wallis with pairwise Wilcoxon test, Holm-adjusted, or one-way ANOVA with Tukey’s HSD test. Each dot represents one animal. **d** Rotarod performance showing mean latency to fall per day, genotype, and sex (male, left; female, right), assessed over three consecutive days at each time point (P30, P60, P120, P160). Triangles indicate group means. *Piezo2*^*f/f*^: *n* = 19 female (f), 20 male (m); *Cnp-cre;Piezo2*^*f/f*^: *n* = 9 f, 10 m; *Olig2-cre;Piezo2*^*f/f*^*:* *n* = 12 f, 6 m. Two-way ANOVA with Sidak’s multiple comparisons test. Boxplots show median and interquartile range (IQR), with whiskers (error bars) extending to largest and smallest values within 1.5× the IQR. *P < 0.05, **P < 0.01, ***P < 0.0001, ****P < 0.0001. Cartoon created in BioRender. Dyckow, J. (2026) https://BioRender.com/z0yinhh.

### *Piezo2* loss-of-function leads to sex-biased motor deficits and reduced body weight

To screen for overt phenotypic abnormalities, we assessed body weight at P14, P30, and P120 in *Piezo2*^*f/f*^ controls as well as *Cnp-cre* and *Olig2-cre Piezo2* cKO mice. In males, reduced body weight was observed only in *Olig2-cre;Piezo2*^*f/f*^ mice at P120 compared to *Piezo2*^*f/f*^ and *Cnp-cre;Piezo2*^*f/f*^ mice (Fig. 2c; Supplementary Data 1, 8). In contrast, females of both cKO lines showed reduced body weight already at P30, with *Olig2-cre;Piezo2*^*f/f*^ mice displaying persistingly decreased body weight through P120 (Fig. 2c; Supplementary Data 1, 8).

Given the association of WM abnormalities with motor deficits^45^, we performed rotarod testing at P30, P60, P120, and P160 to study motor function in both cKO lines. Male cKO mice showed reduced latency to fall only at the latest time point. In contrast, female *Olig2-cre;Piezo2*^*f/f*^ mice exhibited earlier impairment starting at P121 and performed worse than male counterparts, whereas *Cnp-cre;Piezo2*^*f/f*^ females showed milder deficits, emerging only at P162 (Fig. 2d; Supplementary Data 1, 9). Additional hindlimb reflex testing revealed no abnormalities at P30, but *Olig2-cre;Piezo2*^*f/f*^ mice developed impaired reflexes by P120 (Supplementary Fig. 2 d; Supplementary Data 1, 10).

In summary, OL-specific *Piezo2* cKO mice develop reduced body weight and age-dependent motor deficits, with earlier and more pronounced effects in females.

### *Piezo2* loss-of-function does not affect microglial reactivity or OPC differentiation

To assess potential effects of *Piezo2* loss-of-function on microglial reactivity, we quantified microglial abundance based on *Aif1* (encoding for Iba1) expression and assessed reactivity using Iba1 and CD68 immunostaining. No differences in microglial number or activation were observed between cKO and *Piezo2*^*f/f*^ mice at P30 and P120, including *Olig2-cre* (*Olig2-cre*^+/-^) heterozygous animals for IHC (Supplementary Fig. 2e-h; Supplementary Data 1, 11).

To evaluate potential effects on OPC differentiation, we performed *Bcas1* RNA ISH and IHC in ON tissue from *Piezo2* cKO and *Piezo2*^*f/f*^ control mice, again including *Olig2-cre*^+/-^ mice for IHC. No differences were detected between conditions (Supplementary Fig. 2i-k; Supplementary Data 1, 4, 11).

### Ultrastructural imaging indicates that *Piezo2* is required for proper myelin lamination in small-caliber ON axons

Given that P120 female *Olig2-cre*;Piezo2^*f/f*^ mice exhibited the strongest motor deficits, we focused on this group for ultrastructural analyses. EM of ONs and spinal cord tissue showed disrupted myelin architecture in cKO mice, characterized by loosely wrapped myelin layers failing to form compact myelin sheaths compared to controls (Fig. 3a, Supplementary Fig. 3a,b). Quantification of g-ratios (axon diameter divided by the axon diameter including the myelin sheath) across all axon calibers showed no differences between cKO and Piezo2^*f/f*^ control mice in either ON (median: 0.688 vs 0.694) or spinal cord (median: 0.653 vs 0.663) (Fig. 3b, Supplementary Fig. 3a, 3b; Supplementary Data 1, 12).

**Fig. 3:**
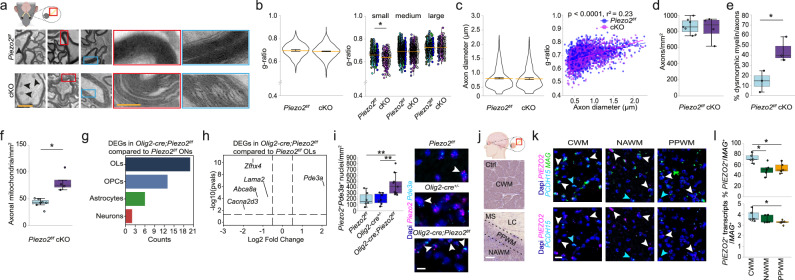
Ultrastructural alterations and transcriptional changes in *Piezo2*-deficient ON tissue and *PIEZO2* downregulation in MS ON tissue. **a** Representative EM images of ONs from P120 *Piezo2*^*f/f*^ and *Olig2-cre;Piezo2*^*f/f*^ (cKO) mice (*n* = 3 per group). Right panels show higher magnification of myelin. Arrowheads indicate mitochondria. Scale bars: 1 µm (overview) and 0.2 µm (insets). **b** G-ratios in ONs across all axon calibers (left; *Piezo2*^*f/f*^: 1840 axons, *n* = 6 mice, median = 0.688; cKO: 1217 axons, *n* = 4 mice, median = 0.694), and stratified by axon diameter (right). Plots show all values with quartiles and median (orange line) based on per-sample means; colors indicate individual mice. Welch Two Sample *t*-test. **c** Axon diameters (*Piezo2*^*f/f*^: *n* = 6 mice, median = 0.807 µm; cKO: *n* = 4 mice, median = 0.792 µm), and correlation analysis. Welch’s two-sample *t*-test (diameter) and nested linear mixed model (correlation). Axonal density (**d**), fraction of axons with dysmorphic myelin (**e**), and axonal mitochondrial counts (**f**) in ONs from *Piezo2*^*f/f*^ (*n* = 7, respectively 3 in e) and cKO mice (*n* = 4, respectively 3 in **e**). Each dot represents the mean of ≥5 images per mouse. Welch’s two-sample *t*-test. Differential gene expression across all ON cell types (**g**) and in OLs (**h**) comparing *Piezo2*^*f/f*^ and cKO samples at P120 (snRNA-seq from 48 ONs; *n* = 4 reactions per condition, 6 pooled samples per reaction). Two-tailed Wald test, BH-adjusted. **i**, Quantification of *Piezo2*^*+*^*Pde3a*^*+*^ nuclei per mm² in P120 ONs from *Piezo2*^*f/f*^ (*n* = 6), *Olig2-cre*^*+/-*^ (*n* = 7), and cKO (*n* = 9) mice, with representative RNA ISH images. Arrowheads indicate double-positive nuclei. Scale bar: 10 µm. One-way ANOVA with Tukey’s HSD test. **j** Representative human ON sections from control (*n* = 7) and MS (*n* = 8) cases. MOG immunohistochemistry identifies lesion core (LC), periplaque white matter (PPWM), and normal-appearing white matter (NAWM) compared to control white matter (CWM). Scale bar: 200 µm. **k** Representative RNA ISH images of *PIEZO2*-expressing *MAG*^*+*^ OLs, co-probed with *PCDH15*, in CWM, NAWM, and PPWM (*n* = 5 per region). White arrowheads indicate *PIEZO2*^*+*^*MAG*^*+*^ OLs; cyan arrowheads indicate *PCDH15*^+^ OPCs. Scale bar: 20 µm. **l** Boxplots showing the percentage of *PIEZO2*^+^ OLs (*PIEZO2*^*+*^*MAG*^*+*^, left) and *PIEZO2* signal counts per *MAG*^*+*^ OL (right). Each dot represents the mean of 6 ROIs per sample. One-way ANOVA with Tukey’s HSD or Kruskal-Wallis test with pairwise Wilcoxon (Holm-corrected). Boxplots show median and interquartile range (IQR), with whiskers (error bars) extending to 1.5× IQR. *P < 0.05, **P < 0.01. Cartoons created in BioRender. Dyckow, J. (2026) https://BioRender.com/z0yinhh.

However, given the reported vulnerability of small-caliber axons in MS^30,31^, we stratified axons by diameter. ON WM tissue from *Piezo2*^*f/f*^ control mice predominantly consisted of small-diameter axons (median: 0.807 µm) compared to spinal cord (median: 1.350 µm) (Supplementary Fig. 3c). Subgroup analysis revealed decreased g-ratios specifically in small-diameter ON axons of cKO mice (Fig. 3b, Supplementary Fig. 3d; Supplementary Data 1, 12). In spinal cord WM, no significant differences were observed, although a similar trend was present in small-diameter axons (Supplementary Fig. 3d,e; Supplementary Data 1, 12).

Axon diameters and densities were unchanged in both regions between conditions, indicating that altered myelin structure rather than axonal properties accounts for the observed differences (Fig. 3c,d, Supplementary Fig. 3f; Supplementary Data 1, 12). Consistently, semiquantitative analysis showed an increased proportion of dysmorphic myelin in both ON and spinal cord tissue of cKO mice (Fig. 3e, Supplementary Fig. 3g; Supplementary Data 1, 12). In addition, we found increased mitochondrial density in ON axons of cKO mice, but not in the spinal cord (Fig. 3f, Supplementary Fig. 3h; Supplementary Data 1, 12), suggesting elevated metabolic demand in ONs from cKO mice.

In conclusion, OL-specific *Piezo2* ablation leads to age-dependent myelin lamination defects, predominantly affecting small-caliber axons in the ON, which also exhibits increased mitochondrial content.

### OL-specific *Piezo2* regulates gene expression associated with myelin integrity in ON tissue of adult mice

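A second set of 4 ON libraries (replicates 10 to 13), labelled *Olig2-cre;Piezo2* f/f cKO, was made in the same way from 6 ONs of 3 female mice each. They held 43625290 to 56541132 UMIs, with a median of 50041803, and the unit and processing of the deposited counts are those of the control libraries. Between 5203 and 8366 nuclei were called per library. The targeted gene was compared first. *Piezo2* in OLs was counted at 506, 388, 404 and 491 CPM in control replicates 1 to 4 and at 530, 537, 571 and 521 CPM in the libraries labelled cKO. The log2 fold change was 0.25 (standard error 0.11, adjusted p = 0.544), with a range of 0.18 to 0.33 when each library was left out. After thinning to 1000 UMIs, 36.7% ± 2.17 of OLs in the libraries labelled cKO had a *Piezo2* UMI, against 30.7% ± 3.14 in the control libraries (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 libraries allow, adjusted p = 0.128), and 349 and 339 OLs with fewer UMIs were left out. Without thinning the share was 63.1% ± 4.21 at a median depth of 2562.75 UMIs, and in astrocytes of these libraries it was 4.28% ± 0.973 at a median depth of 2899 UMIs, or 1.66% ± 0.524 after thinning. *Piezo2* was thus not lower in OLs of the libraries labelled cKO. Counts per gene do not separate transcripts with and without the floxed exons. *Piezo1* was counted in OLs at 0.528 ± 0.264 CPM in these libraries, from 18 UMIs, against 19 UMIs in the control libraries. *Xist* had 9550 to 16468 UMIs per library over the 8 libraries, and each of 4 Y-linked genes had at most 4.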

To investigate the role of OL-encoded *Piezo2* in regulating WM function, we performed DGE analysis on snRNAseq-data from *Olig2-cre;Piezo2*^*f/f*^ cKO and *Piezo2*^*f/f*^ control ON samples at P120. 

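Over the 8 libraries, 36874 nuclei remained after the filters, with 4205, 6122, 3831 and 6113 in replicates 10 to 13 of the libraries labelled cKO. The mean was 4609 ± 1111 nuclei per library and 1763 ± 165 genes per nucleus (SD, n = 8). The median UMI count per nucleus ranged from 2357 to 3295 in the libraries labelled cKO. Between 4.15% and 6.69% of their nuclei were removed as doublets. Of all nuclei, 34487 lay in named clusters, 19054 of them from the libraries labelled cKO. With every barcode of at least 500 UMIs taken as a nucleus, the mean rose to 6923 nuclei per library and fell to 1191 genes per nucleus.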

Following integration of cKO and control datasets and cell type clustering (Supplementary Fig. 3i,j), we removed low-quality profiles and obtained 27,952 nuclei (*n* = 4 reactions per genotype; 6 pooled ONs per reaction), with an average of 3494 nuclei and 1467 detected genes per nucleus (Supplementary Fig. 3k-n; Supplementary Data 1, 3). 

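A cluster of 122 nuclei was named committed OPCs from a list of *Gpr17* (ENSMUSG00000052229), *Sox6* (ENSMUSG00000051910), *Bmp4*, *Neu4* and *Enpp6*. Each library held between 8 and 30 of these nuclei, so the precision of their share is low. The cluster had a relative UMI count of 1.88 and markers of another type at a level of 0.30, and was exempt from the rule that left such clusters unnamed as mixtures, so nuclei counted together with others are not excluded in it. They made up 0.313% ± 0.124 of nuclei in the control libraries and 0.379% ± 0.106 in the libraries labelled cKO (SD, n = 4, exact permutation test, two-sided, p = 0.457, adjusted p = 0.762 over 10 cell types). The largest difference in share was that of OLs, with 58.1% ± 4.20 in the libraries labelled cKO, 7.30 percentage points above the control libraries (exact p = 0.0571, adjusted p = 0.571). No cell type differed in its share at an adjusted p under 0.05, but 4 against 4 libraries allow no p under 0.0286, so a single type among 10 cannot reach an adjusted p under 0.286. *Piezo2* in committed OPCs was counted at 115 ± 114 CPM in the control libraries, including 2 with fewer than 10 such nuclei, and at 71.4 ± 48.2 CPM in the libraries labelled cKO (SD, n = 4).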

Reclustering identified all major cell types, with an additional OL lineage cluster corresponding to Committed OPCs defined by *Gpr17* and *Sox6* expression (Supplementary Fig. 1e, 3i; Supplementary Data 3).

To assess potential off-target effects of the *Olig2-cre* driver, we performed parallel integration of retinal snRNA-seq datasets from cKO and control mice. We reran cell type clustering after data integration (Supplementary Fig. 3o,p), removed low-quality profiles, and obtained 26,708 nuclei (*n* = 4 reactions per genotype; 6 pooled retinae per reaction), an average of 3339 nuclei and 2585 detected genes per nucleus (Supplementary Fig. 3q-t; Supplementary Data 1, 5). 

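The libraries labelled cKO and the control libraries were compared within each of the 7 cell types with at least 10 nuclei in every library. In OLs, 12 of 14455 genes were called, 4 higher and 8 lower in the libraries labelled cKO. In OPCs, 8 of 7015 genes were called, 3 higher and 5 lower. In edgeR's test no gene was called in astrocytes, endothelial cells, fibroblasts, myeloid cells or neurons, where 1125, 241, 617, 432 and 277 genes had an unadjusted p under 0.05. DESeq2 called 10, 0, 5, 0 and 3 genes in these types, 7 genes in OPCs and 50 in OLs, the largest change for OLs among the settings tried. The difference between cell types was tested directly, and the genotype effect in OLs differed from that in astrocytes for 13 of 16073 genes and from that in OPCs for 10 of 14382 genes. The types differed in nuclei: 19036 OLs, 8282 astrocytes and 769 OPCs. With OLs drawn down to the number of astrocytes, 13 to 18 genes were called in 10 draws, and with OLs drawn down to the number of OPCs, 5 to 12. Another grouping of the same 8 libraries, which crosses the genotypes, called 254 genes in OLs. In OPCs the higher genes were *Emid1* (log2 fold change 1.31, adjusted p = 0.0028), *Vegfa* and *Ltbp1*, and the lower genes were *Trhde*, *Aldh1a1* and the hemoglobin genes *Hba-a1*, *Hba-a2* and *Hbb-bs*. After subtraction of an ambient profile these 3 hemoglobin genes had too few counts left to be tested. *Emid1* kept its call in 17 of 18 other settings, but the count in OPCs fell to 1 without replicate 4 of the control libraries or replicate 10 or 11 of the libraries labelled cKO.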

No DEGs were detected in the retina, whereas in the ON, altered gene expression was predominantly restricted to the OL lineage, with the highest number observed in mature OLs (Fig. 3g; Supplementary Data 1). Consistently, *Olig2* expression was largely confined to OL lineage cells in the ON and absent in the retina, supporting the specificity of *Olig2-cre*-mediated *Piezo2* ablation (Supplementary Fig. 3u; Supplementary Data 1, 13). Also, *Cspg4* gene expression in the ON was specific for OPCs, as we used the respective ISH probe for validation experiments (Supplementary Fig. 3v; Supplementary Data 1, 13).

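*Olig2* (ENSMUSG00000039830, chromosome 16, 91019435 to 91025567) was compared between the OL lineage (OLs, committed OPCs and OPCs) and all other named cell types of the 8 ON libraries. It was higher in the OL lineage by 2.47 on the log2 scale (standard error 0.15, adjusted p = 1.3e-11 over 16478 genes), and by 2.42 to 2.50 with each library left out. In the control libraries, OPCs had 163 ± 43.0 CPM and OLs 31.1 ± 6.96 CPM (SD, n = 4), while astrocytes had 8.66 ± 1.11 CPM, fibroblasts 9.04 ± 3.52 CPM and myeloid cells 15.2 ± 9.36 CPM. Smaller types were less precise, with 23.7 ± 5.35 CPM in T cells from 4 UMIs and 17.9 ± 13.8 CPM in endothelial cells from 17 UMIs. In the libraries labelled cKO, OPCs had 265 ± 85.1 CPM and OLs 47.4 ± 3.90 CPM. The increase between genotypes was not called in OLs (log2 fold change 0.59, standard error 0.14, adjusted p = 0.223) or in OPCs (0.69, standard error 0.22, adjusted p = 0.548). That in OLs was called without control replicate 3 alone (0.76, adjusted p = 0.0492), and when adjusted over the genes named by the paper alone (adjusted p = 0.0044).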

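*Cspg4* (ENSMUSG00000032911, chromosome 9, 56772317 to 56807187) was higher in OPCs than in all other named cell types by 4.45 on the log2 scale (standard error 0.09, adjusted p = 3.1e-20 over 16085 genes). OPCs had 335 ± 40.8 CPM in the control libraries and 333 ± 13.1 CPM in the libraries labelled cKO (SD, n = 4). Committed OPCs had 37.8 ± 9.12 CPM in the 2 control libraries with at least 10 of these nuclei, OLs 19.9 ± 2.91 CPM and astrocytes 6.52 ± 1.71 CPM. The 84 nuclei named mural cells, a type that the paper does not list, also carried *Cspg4*, with 221 ± 13.9 CPM in the control libraries and 267 ± 9.57 CPM in the libraries labelled cKO (SD, n = 2 libraries each, those with at least 10 such nuclei), while all 4 libraries of each condition held only 22 and 25 *Cspg4* UMIs in mural cells. Endothelial cells had 43.7 ± 13.8 and 37.8 ± 34.2 CPM.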

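In OLs, *Lama2* (ENSMUSG00000019899, chromosome 10, 26856032 to 27495754) was counted at 193 ± 14.7 CPM in the control libraries and 118 ± 10.6 CPM in the libraries labelled cKO (SD, n = 4). Its log2 fold change was −0.73 (standard error 0.10, adjusted p = 0.0101 from edgeR over 14455 genes), and the libraries of the 2 groups did not overlap. Without replicate 11 alone the call was lost (−0.74, adjusted p = 0.0582). *Cacna2d3* (ENSMUSG00000021991, chromosome 14, 28626892 to 29444600) had 21.1 ± 3.02 against 10.5 ± 1.05 CPM, a log2 fold change of −1.04 (standard error 0.14, adjusted p = 0.0111), again without overlap. Its call was lost without replicate 12 (−1.02, adjusted p = 0.0687) and after subtraction of an ambient profile (−1.84, adjusted p = 0.109). Neither gene was called in other types: in astrocytes, which carry more of both, the log2 fold changes were −0.15 for *Lama2* and 0.04 for *Cacna2d3*, and in OPCs −0.51 and −0.15. The effect in OLs differed from that in astrocytes for *Lama2* (difference −0.59, adjusted p = 0.0027) and *Cacna2d3* (−1.07, adjusted p = 0.0012). Against OPCs it differed for *Cacna2d3* (−0.91, adjusted p = 0.0376) but not for *Lama2* (−0.24, adjusted p = 0.994). Of 29 genes that the paper names for the ON, 5 were called in OLs over all genes tested and 8 when adjusted over the list alone, which is not independent evidence since the list was chosen on these libraries.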

Focusing on OLs, DGE analysis comparing *Olig2-cre;Piezo2*^*f/f*^ OLs to *Piezo2*^*f/f*^ OLs revealed downregulation of *Lama2* in *Piezo2*-deficient OLs, which encodes laminin alpha 2, a regulator of myelination and myelin integrity^46,47^, and *Cacna2d3*, encoding a calcium channel subunit^48^. In contrast, *Pde3a*, encoding a phosphodiesterase regulating intracellular cAMP levels^49^, was upregulated in *Piezo2*-deficient OLs (Fig. 3h; Supplementary Data 1). 

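*Pde3a* (ENSMUSG00000041741, chromosome 6, 141194888 to 141453174) was counted in OLs at 8.05, 11.4, 10.0 and 13.6 CPM in control replicates 1 to 4 and at 45.5, 29.6, 30.8 and 30.1 CPM in replicates 10 to 13 of the libraries labelled cKO.
The means were 10.8 ± 2.34 and 34.0 ± 7.69 CPM (SD, n = 4), and the log2 fold change was 1.65 (standard error 0.18, adjusted p = 0.0020).
The call was kept in all 19 other settings, and the log2 fold change was 1.49 without replicate 10, the highest library.
OPCs and astrocytes carried more *Pde3a* than OLs, with 116 ± 35.9 and 61.4 ± 8.75 CPM in the control libraries, and log2 fold changes of −0.05 and −0.24 that were not called.
The difference of the effect in OLs from that in OPCs was 1.66 (adjusted p = 9.4e-04), and from that in astrocytes 1.90 (adjusted p = 2.3e-04).

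**Figure D2:**
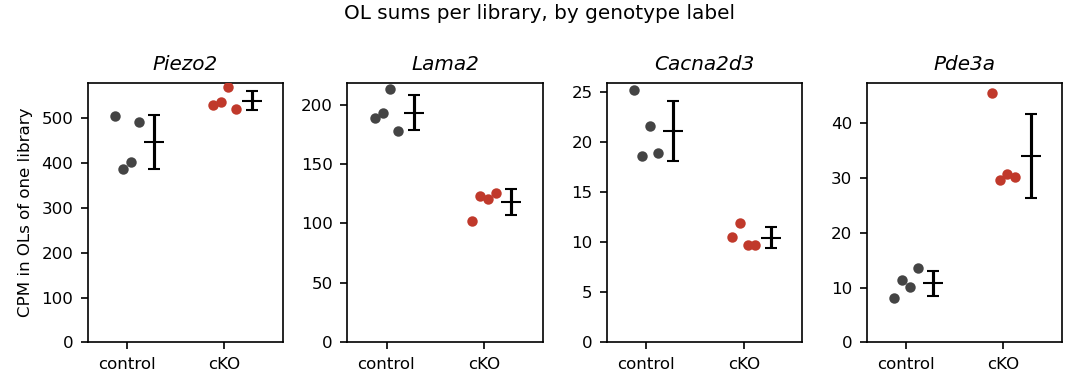
Expression in OLs, in CPM of summed counts, of *Piezo2*, *Lama2*, *Cacna2d3* and *Pde3a* in the control libraries and the libraries labelled cKO, with 1 point per library and the mean ± SD of 4 libraries beside the points. For *Pde3a* the libraries labelled cKO lie between 29.6 and 45.5 CPM, all above the control libraries, and for *Piezo2* they lie between 521 and 571 CPM.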

Increased *Pde3a* expression was validated by RNA ISH (Fig. 3i; Supplementary Data 1, 14), and consistent OL-specific *Piezo2* expression was confirmed using independent probes (Supplementary Fig. 3w). Pathway analysis identified downregulation of epithelial-mesenchymal-transition (EMT)-related processes in *Piezo2*-deficient OLs (Supplementary Fig. 3x; Supplementary Data 1).

Collectively, these data indicate that OL-specific *Piezo2* regulates transcriptional programs linked to myelin integrity and intracellular signaling in the ON in older mice.

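Among the other genes called in OLs, *Zfhx4* (ENSMUSG00000025255) had the smallest adjusted p, with 108 ± 2.09 CPM in the control libraries and 43.6 ± 4.28 CPM in the libraries labelled cKO (SD, n = 4, log2 fold change −1.32, standard error 0.10, adjusted p = 1.3e-04). *Abca8a* (ENSMUSG00000041828) was lower as well, by −1.40 on the log2 scale (adjusted p = 0.0020), followed by *Zfpm2*, *7630403G23Rik* and *Ralyl* with −0.98 to −0.74. These 5 genes kept their calls in every other setting in which they were tested. For *Zfhx4* the effect in OLs differed from that in astrocytes (difference −1.31, adjusted p = 1.1e-07) but not from that in OPCs (−0.46, adjusted p = 0.941). The higher genes besides *Pde3a* were *Gm49688* (2.00, adjusted p = 0.0020), *4930420G21Rik* (0.91, adjusted p = 0.0020) and *Egfem1* (0.89, adjusted p = 0.0487). *Gm49688* and *4930420G21Rik* are noncoding genes 2.58 and 2.75 Mb from *Olig2* on chromosome 16, the locus of the *cre* allele. *Egfem1* lost its call in 7 of the 8 analyses that left out a library. From its data on these mice as a whole, the paper proposes that *Piezo2* of OLs regulates programs of gene expression tied to myelin integrity and signaling within the cell in the ON of older mice.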

### *PIEZO2* downregulation in myelinating OLs and increased OPC densities at ON lesion rims in MS

To assess the relevance of PIEZO2 in human disease, we analyzed postmortem ON tissue from MS and control patients (Supplementary Data 15). Demyelinated lesions and surrounding regions, including NAWM and PPWM – corresponding to lesion rims – were identified by MOG IHC (Fig. 3j).

RNA ISH for *MAG* (encoding for myelin-associated glycoprotein) revealed that 73% of *MAG*-expressing OLs expressed *PIEZO2* in control WM (CWM). In contrast, *PIEZO2* expression was reduced in OLs from NAWM and PPWM in MS tissue, with a progressive decrease in signal intensity per cell toward lesion areas (Fig. 3k,l). The proportion of *MAG*-expressing OLs did not differ between regions.

Probing for *PCDH15*, a marker for human OPCs^50^, showed increased OPC densities in PPWM compared to NAWM (Supplementary Fig. 3y,z; Supplementary Data 1, 16). In parallel, *PIEZO1* was expressed in 81% of OPCs and 46% of OLs in CWM, whereas *PIEZO2* was detected in only 7% of OPCs. Notably, *PIEZO1* expression remained unchanged across NAWM and PPWM in both OPCs and OLs (Supplementary Fig. 3z; Supplementary Data 1, 16).

Taken together, *PIEZO2* expression is progressively reduced in OLs toward MS lesion areas in the human ON, while OPC densities increase at lesion rims and *PIEZO1* expression remains unchanged.

## Discussion

The ability to sense mechanical cues from the microenvironment is essential for proper CNS function. While mechanosensitive Piezo channels are well characterized in the PNS, their role in the CNS, particularly that of Piezo2, has remained largely unexplored. Here, we identify *Piezo2* as a critical regulator of OL function and myelin integrity, with conserved relevance across species, as supported by its downregulation in OLs in human MS lesions.

Our data show that *Piezo2* expression is largely restricted to mature OLs, indicating a role in myelin integrity rather than formation. In contrast, *Piezo1* is predominantly expressed in OPCs, suggesting stage-specific functions of mechanosensitive signaling within the OL lineage. As protein-level detection of Piezo channels remains technically challenging due to limitations of available antibodies^51^, we relied on transcriptomic and RNA-based approaches to define these cell type-specific expression patterns. The differential expression across OL lineage stages supports a model in which Piezo2-mediated mechanotransduction becomes particularly relevant in highly differentiated OL, such as MOL 5-6 subtypes, responsible for maintaining myelin structure over time and exhibiting functions related to repair under demyelinating conditions^38,52^. In line, through transcriptional profiling we found that *Piezo2*-expressing OLs are associated with gene programs linked to maturation, ECM interaction, and myelin stability.

Functionally, OL-specific *Piezo2* ablation resulted in age-dependent reduction in body weight, motor deficits and ultrastructural abnormalities of myelin in both ON and spinal cord WM. In the spinal cord, changes in g-ratios did not reach statistical significance. However, the observed trends suggest signs of impaired myelin integrity along cortico-spinal tracts, too, which may contribute to the age-dependent motor deficits that again likely correlate with reduced body weight. Notably, body weight and motor phenotypes were more pronounced in female mice, indicating a stronger functional impact in this group. At the structural level, alterations were most evident in small-caliber axons of the ON, including disrupted myelin compaction and decreased g-ratios, indicating a fiber size-dependent requirement for Piezo2 and increased vulnerability of small-caliber axons. Given their reduced structural reserve and high metabolic demand, even subtle myelin perturbations are likely to disproportionately affect their function. Mechanistically, our findings support a model in which Piezo2 enables mature OLs to sense and respond to mechanical cues within the myelin sheath—such as interlamellar tension—under physiological conditions, thereby preserving structural myelin integrity. Loss of Piezo2 function may impair this sensing function, leading to progressive myelin instability that becomes more apparent with aging. The delayed onset of deficits suggests that Piezo2 is dispensable for initial myelination but required for long-term WM integrity. While the basis for the more pronounced phenotype in females remains unclear, it may point to a sex-dependent vulnerability of OL function, consistent with known sex differences in autoimmune diseases like MS. We cannot fully exclude that subtle early developmental alterations contribute to the later phenotype. Further, while the use of *Olig2-cre* heterozygous mice may introduce additional effects, prior studies have not identified myelination abnormalities up to 12 weeks of age but potential contributions at later stages remain unresolved^43,44^.

Consistent with a role in supporting the metabolic demands of myelin, we observed increased mitochondrial content in axons of *Piezo2*-deficient WM tracts, indicative of elevated metabolic stress^53,54^. Small-caliber axons rely more strongly on local mitochondrial ATP production and are particularly sensitive to disruptions in myelin integrity^55^. Accordingly, compromised myelin has been shown to trigger a compensatory increase in axonal mitochondrial content^56,57^, reflecting increased metabolic demand under pathological conditions. The predominance of small-caliber fibers in the ON may therefore contribute to the more pronounced phenotype observed in ON compared to spinal cord WM. Of note, smaller axons have been discussed to be more susceptible to injury in MS, too^30,31,58^, a disease for which a positive correlation between myelin decompaction, axonal mitochondrial frequency and decreased g-ratios has been shown^59^. In general, this would be in line with our findings about a relative downregulation of *PIEZO2* in human ON tissue from MS patients. However, these findings remain correlative, and direct causal links between impaired mechanosensation, metabolic stress, and axonal dysfunction require further experimental validation.

We found that *Piezo2* loss-of-function induced transcriptional changes affecting myelin integrity and intracellular signaling in OLs. We observed downregulation of *Lama2* and upregulation of *Pde3a*, regulators with opposing effects on cAMP. *Lama2* promotes cAMP signaling and myelination^60–62^, whereas PDE3A reduces cAMP^49^, consistent with prior evidence that lowered cAMP impairs myelination^63^. In line, reduced *Lama2* expression was described to induce altered myelin compaction^47^. snRNA-seq further indicated alterations in calcium signaling, including downregulation of *Cacna2d3*, suggesting impaired Ca^2+^ homeostasis^48^. Pathway analysis also showed reduced EMT-related signaling, linked to ECM mechanics and cytoskeletal dynamics as shown previously^64,65^. Together, these changes implicate disrupted networks controlling OL differentiation, cytoskeletal organization, and myelin stability. Overall, the data support a role for Piezo2 in linking mechanical cues to intracellular signaling that helps maintain myelin integrity. However, direct downstream mechanisms remain to be defined in future works.

Importantly, our findings extend to human disease. We demonstrate a relative downregulation of *PIEZO2* in MS lesion areas of the ON, particularly at lesion borders, which were also characterized by increased OPC densities, indicative of ongoing repair activity. Given the essential role of Piezo2 in maintaining myelin integrity in small-caliber axons, its downregulation may contribute to the selective vulnerability of these fibers in MS ON tissue. This links OL-intrinsic mechanosensation to a known pathological feature of those lesions, namely the preferential degeneration of small-caliber axons within chronically affected WM, as shown in prior studies of long WM tracts such as the ON^30,59^. However, given the observational nature of the human data, we cannot determine whether *PIEZO2* downregulation represents a causal driver or a consequence of MS lesion pathology. Further, future work needs to clarify if these alterations are more prone to a specific subtype of mature OLs, such as those corresponding to MOL 5-6 in mice, given that specific markers for late-stage human OL subtypes remain limited. While increased OPC densities at lesion rims suggest ongoing repair attempts, this association may be coincidental, and our experimental data do not support a direct role for Piezo2 in early OPC dynamics. Accordingly, impaired Piezo2 signaling may primarily affect myelin integrity rather than early regenerative responses, although effects on repair processes cannot be fully excluded.

In summary, we identify Piezo2 as a mechanosensitive regulator of mature OL function that is required for maintaining myelin integrity, particularly in small-caliber axons during aging. Dysregulation of this pathway in MS suggests that impaired mechanosensation contributes to WM vulnerability and disease progression. These findings provide a conceptual framework linking OL-intrinsic mechanotransduction to a size-selective fiber vulnerability and highlight Piezo2 as a potential therapeutic target to preserve WM integrity in neuroinflammatory diseases. Future work will be required to validate these mechanisms across additional models and to determine whether targeting Piezo2 signaling can restore myelin integrity and improve functional outcomes in demyelinating disease.

## Methods

Experiments and outcome assessments were performed by investigators blinded to experimental conditions. Mice were allocated using stratified randomization, for example by distributing littermates across experimental groups. Handling and processing of mouse and human tissue samples were randomized. A priori sample size calculations for mouse experiments were performed using Noether’s approximation, assuming alpha = 0.05, power of 80%, and an effect size of d = 0.9 (or d = 0.75 for rotarod testing). If not stated otherwise, no samples had to be excluded for analysis.

### Human tissue

Postmortem human ON tissue from MS patients was provided by the UK Multiple Sclerosis Tissue Bank (UKMSTB) at the Imperial College, London via prospective donor scheme following ethical approval by the Wales Research Ethics Committee (18/WA/0238). Control samples were obtained from the UKMSTB and Johns Hopkins University. Samples were obtained from 7 control donors without recognisable neuropathological changes and from 8 donors who were diagnosed with MS. Informed consent was obtained. From human ONs, 16 µm thick tissue sections were obtained with a CM3050S cryostat (Leica Microsystems) and put on superfrost slides (VWR). Further information about the donors can be found in Supplementary Data 15. Sample size was not predetermined using statistical methods. All ethical regulations relevant to human research participants were followed.

### Immunohistochemistry in human ONs

A mouse anti-MOG (clone 8-18C5, 1:1000, Millipore Sigma, RRID AB_1587278) antibody was used to identify demyelinated areas in human ONs. 7 control ON and 8 MS ON samples were stained. Slides were post-fixed in icecold methanol for 5 min. After washing in PBS and blocking in 0.1 M PBS/0.01% Triton X-100/10% goat serum for 30 min at room temperature, the primary antibody was incubated overnight at 4 °C. Slides were washed twice in PBS and incubated with a biotinylated goat anti-mouse secondary antibody (1:500) for 2 h at room temperature. VECTASTAIN Elite ABC-HRP Kit, Peroxidase (PK-6100; Vector Laboratories) was used in combination with ImmPact DAB Substrate Kit, Peroxidase (SK-4105; Vector Laboratories). Nuclei were stained with 50% hematoxylin (ref. 1.05174.1000; Sigma-Aldrich), slides were dehydrated in ethanol, immersed in xylene (Carl Roth) and mounted with Eukitt (ORSAtec; 6272069). Control ONs showed positive DAB signal as expected, three MS samples had to be excluded from further ISH analysis due to no identifiable demyelinated area (one sample) or due to no identifiable NAWM (two samples).

### RNA in situ hybridization

According to the manufacturer’s recommendation, multiplex ISH was performed (RNAscope Multiplex Fluorescent v2 Assay Kit, ACD Biotechne). We used the following manual assay RNAscope probes: *PCDH15* (ref. 525881), *PIEZO1* (ref. 485101), *PIEZO2 (ref. 449951), MAG* (ref. 864691). For mouse tissue, the following probes were used: *Piezo1* (ref. 500511), *Plp1* (ref. 428181), *Cspg4* (ref. 404131), *Pde3a* (ref. 1157721), *Aif1* (ref.319141)*, Bcas1* (ref. 1217861-C1). For *Piezo2*, an exon-specific *Piezo2-E43-E45* probe (ref. 500511), complementary to the *Piezo2* gene sequence removed in the knockout constructs, was used in Figs. 1e, 2a, Supplementary Fig. 2a. Alternatively, a non-exon-specific *Piezo2* probe (ref. 400191) was used in Fig. 3i and Supplementary Fig. 3w. Probes were labeled with TSA Plus Fluorophores (Fluorescein, Cyanine3, Cyanine5; Akoya Biosciences) and nuclei were stained with DAPI. Slides were mounted with ProLong Gold Antifade Mountant (Thermo Fisher Scientific; P36930). For quality control, negative (DapB) probe (ref. 320871) and positive probes (*Polr2a*, *PPIB*, *UBC* for human tissue, ref. 320861 and *Polr2a, Ppib*, *Ubc* for mouse tissue, ref. 320881) were run in parallel.

### Quantification of RNA ISH transcripts

6 human control ONs were stained with *MAG* (channel one probe), *PCDH15* (channel two probe) and *PIEZO1* (channel three probe), while 5 control ONs were stained with *MAG* (channel one probe), *PCDH15* (channel two probe) and *PIEZO2* (channel three probe). Similarly, 5 MS ONs were stained using the same channel combinations. For each control ON, 6 regions of interest (ROIs) (2 central and 4 peripheral ROIs) were manually quantified using ImageJ (Fiji, version 2.14.0/1.54 f). In MS samples, 6 ROIs were quantified in the PPWM as well as in the NAWM. Prior to ISH, the different regions of MS samples were selected based on DAB-MOG staining. The PPWM was defined as the area within a distance of up to 1400 µm next to the lesion rim identified in the DAB-MOG staining, proven also by a decreased *MAG* signal within the ISH images. To determine the average *PIEZO1*/*PIEZO2* expression in *PCDH15*^*+*^/*MAG*^*+*^ cells per sample, the mean value of double-positive cells per sample and region was assessed. A cell was counted positive for a marker if it showed at least two transcript signals associated to the nucleus. For ISH of mouse ONs, whole coronal sections were analyzed from both sexes. For analysis of *Bcas1* expression, 6 *Piezo2*^*f/f*^, 5 *Cnp-cre;Piezo2*^*f/f*^ and 3 *Olig2-cre;Piezo2*^*f/f*^ mice were analyzed at P30, while 5 *Piezo2*^*f/f*^, 4 *Cnp-cre;Piezo2*^*f/f*^ and 4 *Olig2-cre;Piezo2*^*f/f*^ mice were analyzed at P120 (cf. Supplementary Figs. 1i, 2i,j). For analysis of *Piezo1*/*Piezo2* expression in *Plp1*^*+*^/*Cspg4*^*+*^ cells (cf. Fig. 2a,b and Supplementary Fig. 2a-c), samples included 8 *Piezo2*^*f/f*^, 7 *Cnp-cre;Piezo2*^*f/f*^ and 6 *Olig2-cre;Piezo2*^*f/f*^ mice at P30, respectively 9 *Piezo2*^*f/f*^, 6 *Cnp-cre;Piezo2*^*f/f*^ and 7 (for OL analysis), respectively 10 (for OPC analysis) *Olig2-cre;Piezo2*^*f/f*^ mice at P120. At P30, one mouse of each the *Cnp-cre;Piezo2*^*f/f*^ and the *Piezo2*^*f/f*^ condition had to be excluded in either the *Plp1 or Cspg4*-dependent expression analysis because the staining did not work. This exclusion criterion was not established a priori. For analysis of *Aif1*^+^ nuclei, 5 *Piezo2*^*f/f*^, 5 *Cnp-cre;Piezo2*^*f/f*^ and 5 *Olig2-cre;Piezo2*^*f/f*^ mice were analyzed at P30, while 4 *Piezo2*^*f/f*^, 6 *Cnp-cre;Piezo2*^*f/f*^ and 5 *Olig2-cre;Piezo2*^*f/f*^ mice were analyzed at P120 (cf. Supplementary Fig. 2e,f). For analysis of *Piezo2*^*+*^*Pde3a*^*+*^ nuclei, 6 *Piezo2*^*f/f*^, 9 *Olig2-cre;Piezo2*^*f/f*^ and 7 *Olig2-cre* heterozygous (*Olig2-cre*^+/-^) mice were analyzed (cf. Fig. 3g). A cell was counted positive for a marker if it showed at least two transcripts associated with the nucleus.

### Mice

All animal experiments were approved by the local government (Regierungspräsidium Karlsruhe, Germany, G-283/20, G-205/19, I-21/16, I-23/30). An animal-experiment licence containing experimental design and analysis plan was prepared before the study, but is not publicly available. We have complied with all relevant ethical regulations for animal use. Mice were maintained in a specific pathogen-free facility at a temperature range of 20 C to 23 C with a 12/12-h light/dark cycle and had standard diet pellets, water ad libitum and paper tissue as nesting material. Except for male adult mice, they were kept in groups of 4 to 5 animals per cage. For testing of hindlimb reflexes, EM and snRNA-seq analysis, female mice were used. In all other experiments, mice from both sexes were used. The age of the mice is clearly stated in the text and in the figure legends. B6(SJL)-Piezo2tm2.2Apat/J mice^15^ (referred to as *Piezo2*^*f/f*^ mice) were commercially available at The Jackson Laboratory (strain #027720). B6.129-*Olig2tm1.1(cre)Wdr*/J mice, which are knock-in mice having a Cre recombinase inserted into the only exon of the oligodendrocyte transcription factor 2 *Olig2* gene^66^ (referred to as *Olig2-cre* mice), were purchased at The Jackson Laboratory (strain #025567). *Cnp-Cre* knock-in mice were transferred from the Max Planck Institute in Goettingen and had been generated as previously described^67^. *Cnp-cre;Piezo2*^*f/f*^ cKO mice were obtained by crossing *Piezo2*^*f/f*^ mice with *Cnp-Cre* mice. *Olig2-cre;Piezo2*^*f/f*^ cKO mice were obtained by crossing *Piezo2*^*f/f*^ mice with *Olig2-Cre* mice. Breeding was performed in-house and all mice were on a C57BL/6 J background. For information regarding primers and protocols used for genotyping mice by PCR we refer to The Jackson Laboratory and published information^67^. Pre-specified humane endpoint criteria (body weight reduction >20%, severe neurological or respiratory distress) were defined for the entire study. Animals presented in this manuscript did not meet the humane endpoint criteria.

### Rotarod behavioral test

Testing was performed on a rotarod (Ugo Basile) in a room separated from the colony room. Mice could first adapt to the room for 5 min. If male and female mice had to be tested on the same day, males were tested first and brought back to the colony room. Mice were tested on three consecutive trials per day with 10 min breaks in between on three consecutive days for each investigated time point (P30, P60, P120, P160). Each examination day started with one acclimatisation run in which the rotarod was set to 4 rounds per minute and mice had to walk for 1 min. Mice were placed back in their cage for 5 min until the measurements started, in which the rotarod was operated in acceleration mode, consistently accelerating from 4 to 40 rounds per minute over the course of 5 min. The speed at which a mouse fell off the rod was noted down as the latency to fall. Mean latencies per day and mouse were calculated and values were pooled per condition. The same individual mice were tested for the different assessed time points. *n* = 19 female and 20 male *Piezo2*^*f/f*^ mice, 9 female and 10 male *Cnp-cre;Piezo2*^*f/f*^ mice, and 12 female and 6 male *Olig2-cre;Piezo2*^*f/f*^ mice.

### Body weight analysis

Mice were moved to a separate cage on a scale to measure their body weight. Weights were measured at the same time during the day. P14: *Piezo2*^*f/f*^ *n* = 44 females (f), 48 males (m), *Cnp-cre;Piezo2*^*f/f*^ *n* = 19 f, 21 m, *Olig2-cre;Piezo2*^*f/f*^ *n* = 12 f, 10 m. P30 *Piezo2*^*f/f*^ *n* = 46 f, 89 m, C*np-cre;Piezo2*^*f/f*^ *n* = 40 f, 50 m, *Olig2-cre;Piezo2*^*f/f*^ *n* = 14 f, 35 m. P120 *Piezo2*^*f/f*^ *n* = 46 f, 60 m, *Cnp-cre;Piezo2*^*f/f*^ *n* = 27 f, 28 m, *Olig2-cre;Piezo2*^*f/f*^ *n* = 22 f, 12 m.

### Hindlimb reflex

Mice were gently lifted by their tail for a maximum of 12 seconds. When a wild type mouse, or in our case *Piezo2*^*f/f*^ control mouse, is lifted by the tail, it typically extends its hindlimbs outward in a steady 90-120-degree angle^68^. To keep stress as low as possible, this experiment was performed when mice anyways had to be transferred to a new cage for maintenance. Impairment of hindlimb reflex was scored as follows: 0, no signs of impairment, both hindlimbs extended; 1, loss of reflex with flexion of one hindlimb; 1.5, loss of reflex with flexion of both hindlimbs; 2, loss of reflex with clasping toes. Reflex scoring was performed in female mice. P30: *Piezo2*^*f/f*^ *n* = 10, *Cnp-cre;Piezo2*^*f/f*^ *n* = 5, *Olig2-cre;Piezo2*^*f/f*^ *n* = 4. P120: *Piezo2*^*f/f*^ *n* = 10, *Cnp-cre;Piezo2*^*f/f*^ *n* = 9, *Olig2-cre;Piezo2*^*f/f*^ *n* = 9.

### Tissue processing of mouse tissue

Mice were sacrificed and ONs were collected. For IHC and RNA ISH, ONs were put into 4% paraformaldehyde (PFA) for 48 h at 4 °C. After post-fixation, samples were cryoprotected in 30% sucrose in PBS for 48 h at 4 °C and embedded in Tissue-Tek O.C.T. compound (Sakura). Cryosections (16 µm) were collected on superfrost slides (VWR) using a CM3050S cryostat (Leica Microsystems). For EM analysis, ONs were prepared according to Weil and colleagues^69^. In brief, mice were deeply anesthetized by i.p. injection of a ketamine/xylazine mixture and were transcardially perfused with PBS and subsequently with fixative solution (4% PFA, 2.5% glutaraldehyde in phosphate buffer with 0.5% NaCl, pH 7.4). ONs were dissected and and postfixed in the same fixative overnight at 4 °C. Tissue was postfixed with 2% OsO_4_ (Science Services, München, Germany) in 0.1 M phosphate buffer pH 7.3 and embedded in EPON resin (Serva, Heidelberg, Germany) after dehydration with acetone. Ultrathin sections were prepared using a Leica UC7 ultramicrotome (Leica, Wetzlar, Germany) and a 35° diamond knife (Diatome, Biel, Switzerland) and stained with UranylLess™ (Science Services, Munich, Germany). For snRNA-seq analysis, ONs were collected, embedded in Tissue-Tek O.C.T. compound in cryomolds and snap-frozen with isopentane in liquid nitrogen, put onto dry ice and stored at -80 °C. Retinae were dissected in icecold PBS, collected in DNA LoBind tubes (Eppendorf) and directly put onto dry ice and stored at –80 °C.

### Immunohistochemistry in mouse optic nerves

Sections were air dried at room temperature for 15 min, afterwards submerged in icecold methanol for 5 min. They were washed in PBS and blocked in 0.1 M PBS/0.01% Triton X-100/10% goat serum for 1 h at room temperature. Primary antibodies (anti-CD68 (rat monoclonal; clone FA-11; 1:250; Abcam), anti-Iba1 (rabbit polyclonal; 1:500; Wako), anti-Bcas1 (NaBC1 mouse monoclonal; clone unknown; 1:100; Santa Cruz Biotechnology)) were incubated overnight at 4 °C. After washing three times with PBS for 5 min each, 1:500 dilutions of secondary antibodies (goat anti-rabbit, goat anti-mouse, goat anti-rat IgG (H + L); Thermo Fisher Scientific) were incubated for 2 h at room temperature. Slides were washed again three times with PBS for 5 min each, and mounted with Fluoromount-G with DAPI (Thermo Fisher Scientific). For analysis of CD68^+^ Iba1^+^ cell density and Bcas1^+^ cell density at P30, 1 male and 2 female *Piezo2*^*f/f*^ mice, 4 male *Olig2-cre*^*+/-*^ mice, 3 female *Olig2-cre;Piezo2*^*f/f*^ mice, and 1 male and 2 female *Cnp-cre;Piezo2*^*f/f*^ mice were analyzed. For analysis of CD68^+^Iba1^+^ cell density and Bcas1^+^ cell density at P120, 2 male and 2 female *Piezo2*^*f/f*^ mice, 3 male *Olig2-cre*^*+/-*^ mice, 3 male and 2 female *Olig2-cre;Piezo2*^*f/f*^ mice, and 2 male and 1 female *Cnp-cre;Piezo2*^*f/f*^ mice were analyzed.

### Electron microscopy of mouse tissue

EM images were taken with a Zeiss EM912 electron microscope (Carl Zeiss Microscopy GmbH, Oberkochen, Germany) at 5000x or at 8000x using an on-axis 2k CCD camera (TRS, Moorenweis, Germany). Image analysis was performed with ImageJ (Fiji, version 2.0.0-rc-69/1.52 and version 2.14.0/1.54 f). For g-ratio and axon diameter analysis, at least 10 random overview EM pictures at uniform distance were taken in a meandered fashion and analyzed. In ON tissue, g-ratios and axon diameters were analyzed from a total of 1840 axons of 6 *Piezo2*^*f/f*^ mice after one mouse had to be excluded due to insufficient fixation, respectively from 1217 axons of 4 *Olig2-cre;Piezo2*^*f/f*^ mice. For analysis of spinal cord tissue, we focused on the cervical part of the spinal cord, and on the ventrolateral WM. Here, g-ratios and axon diameters were analyzed from a total of 1185 axons of 4 *Piezo2*^*f/f*^ mice, respectively from 1141 axons of 4 *Olig2-cre;Piezo2*^*f/f*^ mice. Axons were analyzed using a grid for random sampling. Axons intercepted by the grid were analyzed. For g-ratio analysis (axon diameter divided by the axon diameter including the myelin sheath), axon diameters were determined from circular areas equivalent to the measured areas, and the mean g-ratio per animal was compared. For analysis of axonal density, mitochondrial density, and semiquantitative analysis of fraction of dysmorphic myelin of all myelinated axons (note rater was blinded to genotype; an axon was selected as dystrophic when the majority of its myelin appeared to be dysmorphic or showed strong whirls, respectively, see Fig. 3a and Supplementary Fig. 3a,b for examples), at least 5 pictures of 3 to 7 *Piezo2*^*f/f*^ and 3 to 4 *Olig2-cre;Piezo2*^*f/f*^ mice were analyzed in the ON, respectively of 4 *Piezo2*^*f/f*^ and 4 *Olig2-cre;Piezo2*^*f/f*^ mice in the spinal cord, and the mean per animal was compared. Further, axons were subgrouped into small, medium, and large-diameter axons using quartile-based thresholds of *Piezo2*^*f/f*^ control axons (thresholds in ONs: 0.5 µm and 1.0 µm; spinal cord: 1.0 µm and 1.6 µm). Specifically, ON axons with a diameter below 0.5 µm (corresponding to the smallest 25% axon diameters) were classified as “small”, ON axons with a diameter between 25% and 75% were classified as “medium” (corresponding to diameters between 0.5 µm and 1.0 µm), and axons with a diameter greater than 1.0 µm (corresponding to the largest 25% axon diameters) were classified as “large”, comparable to a recent study^70^. Accordingly, spinal cord axons with a diameter below 1.0 µm (corresponding to the smallest 25% axon diameters) were classified as “small”, spinal cord axons with a diameter between 25% and 75% were classified as “medium” (corresponding to diameters between 1.0 µm and 1.6 µm), and spinal cord axons with a diameter greater than 1.6 µm (corresponding to the largest 25% axon diameters) were classified as “large”. For each animal, the mean g-ratio was calculated within each diameter subgroup and used as the unit of statistical analysis. EM analyses of ON and spinal cord tissues were not entirely overlapping; 7 mice were shared, while others were unique. The perfusions, imaging and analysis were carried out blinded with regard to the genotype.

### Nuclei isolation from mouse optic nerve tissue samples

Per reaction, 6 mouse ONs were pooled after being cut into 55 µm thick cryosections, and nuclei were isolated according to previously described protocols with minor changes^71^. In short, tissue was homogenized in 2 ml of lysis buffer (0.32 M sucrose, 5 mM CaCl2, 3 mM Mg(Ac)2, 0.1 mM EDTA, 10 mM Tris-HCl, 1 mM dithiothreitol (DTT), 0.5% Triton X-100 in diethyl pyrocarbonate (DEPC)-treated water) supplemented with 0.4 U/µl Protector RNase Inhibitor (Merck, Cat. No. 3335402001), using 15 strokes with a tight pestle and a glass Dounce homogenizer on ice. Afterwards, the lysate was transferred into a 17-ml poly(propylene) ultracentrifuge tube and 3.7 ml of sucrose buffer (1.8 M sucrose, 3 mM Mg(Ac)2, 10 mM Tris-HCl, 1 mM DTT in DEPC-treated water) was pipetted on the bottom, subsequently filled up with lysis buffer and then centrifuged at 107,163.6 *g* for 2.5 h at 4 °C. The supernatant was aspirated and the nuclei pellet was submerged for 20 min on ice in 200 μl of DEPC-treated water-based 1× phosphate-buffered saline, containing 1% BSA and 0.4 U/µl RNase Inhibitor (adapted from published protocols)^72^ and then resuspended. After filtering with 30-μm filters, nuclei were manually counted using a hemocytometer and loaded onto a Chromium X Series controller (10x Genomics, Chromium X Firmware v2.20) aiming for 8000 nuclei per sample. We generated libraries according to the 10x Next GEM 3′ Kit v.3.1 protocol (10x Genomics, CG000204, rev. nos. D/PN-1000121, PN-1000127 and PN-1000213). Recommended quality control was performed and libraries were pooled for subsequent sequencing on an Illumina NovaSeq 6000 system, which was performed at the Institute of Clinical Biology (IKMB, Kiel).

### Nuclei isolation and fluorescence activated nucleus sorting in mouse retina samples

Per reaction, 6 frozen retinae were transferred to a Dounce homogenizer containing 1 ml of icecold NP40 lysis buffer (0.1% NP-40 (Thermo Fisher Scientific, Cat. No. 85124), 10 mM Tris pH 8.0, 1 mM CaCl2, 8 mM MgCl2, 15 mM NaCl, 0.02 U µl–1 DNAse I (Merck Millipore, Cat. No. D4527)) supplemented with 0.2 U µl–1 Ribolock RNase Inhibitor (Thermo Fisher Scientific, Cat. No. EO0382). Homogenization was performed using 20 strokes with the loose pestle, followed by the addition of 1 mL of NP-40 lysis buffer to wash remaining tissue from the pestle. The sample was then homogenized for an additional 20 strokes using the tight pestle. The homogenate was passed through a 100 µm cell strainer with additional NP40 lysis buffer and centrifuged at 500 × g for 5 minutes. To preserve RNA integrity, all buffers, except the washing buffer, were supplemented with 0.16 U µl^–1^ Ribolock RNase inhibitor. Pelleted nuclei were resuspended in staining buffer (Tris base buffer: 10 mM Tris pH 8.0, 1 mM CaCl2, 8 mM MgCl2, 15 mM NaCl, DNAse I 1 U ml^–1^) containing 0.02% Tween and 2% BSA, with primary antibodies targeting NeuN (1:250, Merck Millipore, Cat. No. ABN91) and RBPMS (1:250, abcam, Cat. No. ab194213) for 15 minutes at 4 °C. Nuclei were washed, centrifuged at 500 × g for 5 minutes, and stained with secondary antibodies (anti-chicken 647, 1:500; Jackson ImmunoResearch, Cat. No. 703-605-155 and anti-rabbit PE, 1:200, BioLegend, Cat. No. Poly4064) for 15 minutes at 4 °C. Following another washing step, nuclei were filtered through a 70 µm strainer, resuspended in sorting buffer (Tris base buffer with 2% BSA), and Hoechst (1:2000) was added to visualise nuclei. NeuN + /RBPMS+ nuclei were sorted using a BD FACSDiva device into Ames medium (Sigma-Aldrich, Cat. No. A1420) with 1.5% BSA. Sorted NeuN + /RBPMS+ nuclei were pelleted at 500 × g for 5 minutes at 4 °C, resuspended in approximately 20 µl of 0.04% BSA in PBS, visually inspected, counted in a Neubauer chamber, and adjusted to a concentration of ~600 nuclei µl^–1^. Nuclei were then loaded onto a 10X Chromium Single Cell Chip G (10X Genomics) with a targeted recovery of ~8000 nuclei per channel. Libraries were generated according to the manufacturer´s protocol using the Chromium Single Cell 3’ Reagent Kit version 3.1 (dual index).

### snRNA-seq of mouse tissue

snRNA-seq was performed for 4 reactions per condition. Analyzed conditions were either *Piezo2*^*f/f*^ control ONs, or *Olig2-cre;Piezo2*^*f/f*^ ONs, respectively *Piezo2*^*f/f*^ control retinae, or *Olig2-cre;Piezo2*^*f/f*^ retinae. Per reaction, 6 mouse ONs from 3 female mice were pooled, respectively 6 retinae. The expression count matrices were generated by aligning the sequencing data to the GRCm39-2024-A reference transcriptome with Cell Ranger Count (v.7.0.0). Ambient mRNA was removed using Cellbender (v.0.3.0)^73^.

### Quality control of snRNA-seq data

For downstream processing and analysis scanpy toolkit (v.1.10.4)^74,75^ was used in Python (v.3.11.0). Quality control was performed on each sample separately. Nuclei were filtered based on the number of genes ( < 200 genes) and the percentage of mitochondrial counts ( > 5%). Nuclei identified as outliers were removed from further downstream analysis based on the following criteria: log1p total counts, log1p number of genes (based on counts), percentage of counts in the top 20 genes, and percentage of mitochondrial counts, with thresholds set at 5 median absolute deviations (MAD) and 3 MADs, respectively^76^. Genes expressed in more than 10 nuclei were kept. Finally, the samples were filtered for doublets using DoubletDetection (v.4.2.) (p_thresh=1e-5, voter_thresh=0.5)^77^.

### Integration and cell annotation

To generate a single AnnData object the samples were concatenated and then normalized (target sum = 10000) and log-transformed (log1p). Highly variable genes were identified using the highly_variable_genes function from the scanpy library, and dimensionality reduction was performed using principal component analysis (PCA). scVI (v.1.2.0)^78^ was used for integration to reduce batch-effects between samples. The latent representation obtained from the scVI model was used to construct a neighborhood graph, which facilitated the generation of a uniform manifold approximation and projection (UMAP). The Leiden graph-clustering method^79^ was applied to determine clusters (*Piezo2*^*f/f*^ ONs: resolution = 1.6, *Olig2-cre;Piezo2*^*f/f*^ ONs and *Piezo2*^*f/f*^ ONs combined: resolution = 3, *Piezo2*^*f/f*^ retinae: resolution = 1, *Olig2-cre;Piezo2*^*f/f*^ retinae and *Piezo2*^*f/f*^ retinae combined: resolution = 0.7). Marker genes for each cluster were identified using the rank_genes_groups function, filtering the genes with an adjusted *p*-value < 0.05 and log2 fold change > 0.5. Additionally, differential expression was performed with the scVI model to identify genes that are differentially expressed between the Leiden clusters. These genes, combined with known marker genes^38,39,41^, were used to annotate the clusters manually. Clusters deemed to contain low-quality cells or lacking clear molecular profiles were excluded from further analysis. This process was also used to determine subclusters. We subclustered the OLs from the ON dataset. The MOL subgroup of OLs was further subclustered and annotated, resulting in the subgroups MOL 1-4 and MOL 5-6. The nuclei identified as RGCs were extracted from the *Piezo2*^*f/f*^ control and annotated.

### Differential gene expression analysis

Pseudo-bulk profiles were generated using the get_pseudobulk function from decoupler (v.1.8.0) (min_cells > 10, min_counts > 1000)^80^. For the *Piezo2*^*f/f*^ ONs, OLs were annotated based on their *Piezo2* expression. Genes were then tested for differential expression using PyDESeq2 (v.0.4.12)^81^ and *Piezo2* expression as contrast. A nucleus was considered to be expressing *Piezo2* if the gene count of *Piezo2* per nucleus was greater than zero. Furthermore, we analyzed differentially expressed genes in all cell types comparing *Olig2-cre;Piezo2*^*f/f*^ ONs to *Piezo2*^*f/f*^ ONs. The experimental conditions were used as design factor and contrast. Nuclei expressing mitochondrial, ribosomal or hemoglobin genes were excluded from differential gene expression analysis of the ONs as a further quality control measure. *Olig2* was filtered out by the highly variable genes analysis, but added in manually from the raw data for the analysis of the combined ONs. Nuclei identified as RGCs in the *Piezo2*^*f/f*^ retina samples were annotated depending on their *Piezo2* expression and analysed using *Piezo2* expression as contrast. Additionally, differential gene expression analysis was performed in cell types of the retina dataset comparing *Olig2-cre;Piezo2*^*f/f*^ to *Piezo2*^*f/f*^ samples, using the experimental condition as design factor and contrast. Genes were considered significant if the adjusted *p*-value was less than 0.05 and the absolute log2 fold change greater than 0.5.

### Pseudobulk enrichment analysis

Using decoupler (v.2.1.2)^80^, the pseudobulk enrichment analysis for *Olig2-cre;Piezo2*^*f/f*^ OLs compared to *Piezo2*^*f/f*^ OLs was run and scored using the Univariate Linear Model (ULM) method and the Hallmark gene sets^80^. Pathway scores *p* < 0.05 were considered significant.

### Image acquisition and analysis

All images shown, except for EM images, were taken with a Leica DM6 B Thunder microscope (Leica Application Suite X 3.8.1.26810), equipped with a Leica K5C camera and are z-stack images. Images were acquired at 20x or 40x magnification, were processed using ImageJ (Fiji, version 2.0.0-rc-69/1.52 and version 2.14.0/1.54 f) and exported to vector-based software (Adobe Illustrator version 29.0.1) for figure generation.

### Statistics and reproducibility

Unless otherwise stated, comparisons between two groups were performed using an unpaired *t*-test for normally distributed data and a Mann-Whitney *U* test for non-parametric data. Comparisons among more groups were performed using an ordinary one-way ANOVA with Tukey’s post hoc test for parametric data, or the Kruskal-Wallis test with pairwise Wilcoxon tests and Holm correction for non-parametric data. Differential gene expression analysis of snRNA-seq data was performed using the Wald test. Details on the number of biological replicates and the sample sizes, statistical tests, and *p*-values are provided in the figure legends, the results section, and the Supplementary Data. *P* values are indicated as follows: *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001. Statistical analyses were performed using R (v4.4.2), GraphPad Prism (v10.0.3), and Python (v3.11.0).

### Supplementary information

Supplementary Data 1-1^6^

Numerical source data for all graphs in the manuscript, cell-type-specific marker genes ON, cell-subtype-specific marker genes OLs, ISH* Bcas1*, cell-type-specific marker genes retina, cell-subtype-specific marker genes RGCs, ISH mouse ON Fig.2, mouse body weights, rotarod, hindlimb reflex, IHC Aif1 and CD68 and Bcas1, EM, violin plots *Olig2* and *Cspg4* expression, ISH *Pde3a*, metadata human ON, ISH human ON.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary files

Supplementary Data 1

Supplementary Data 2-16

Reporting Summary

## Data Availability

Numerical source data for all graphs in the manuscript can be found in Supplementary Data 1 file. The snRNA-seq dataset that support the findings of this study is available at the NCBI Gene Expression Omnibus (GEO), available under the GEO accession GSE304318 and GSE304323. All other data that support the findings of this study are available in the manuscript, in the Supplementary Data, or are available from the corresponding author upon reasonable request.

# Supplementary material for: Oligodendrocyte Piezo2 is a regulator of age-dependent myelin integrity and dysregulated in multiple sclerosis
**Source:** Commun Biol. 2026 Jun 20;9:849. doi: 10.1038/s42003-026-10530-3
**Supplement:** Supplementary file 1 — Supplementary Information

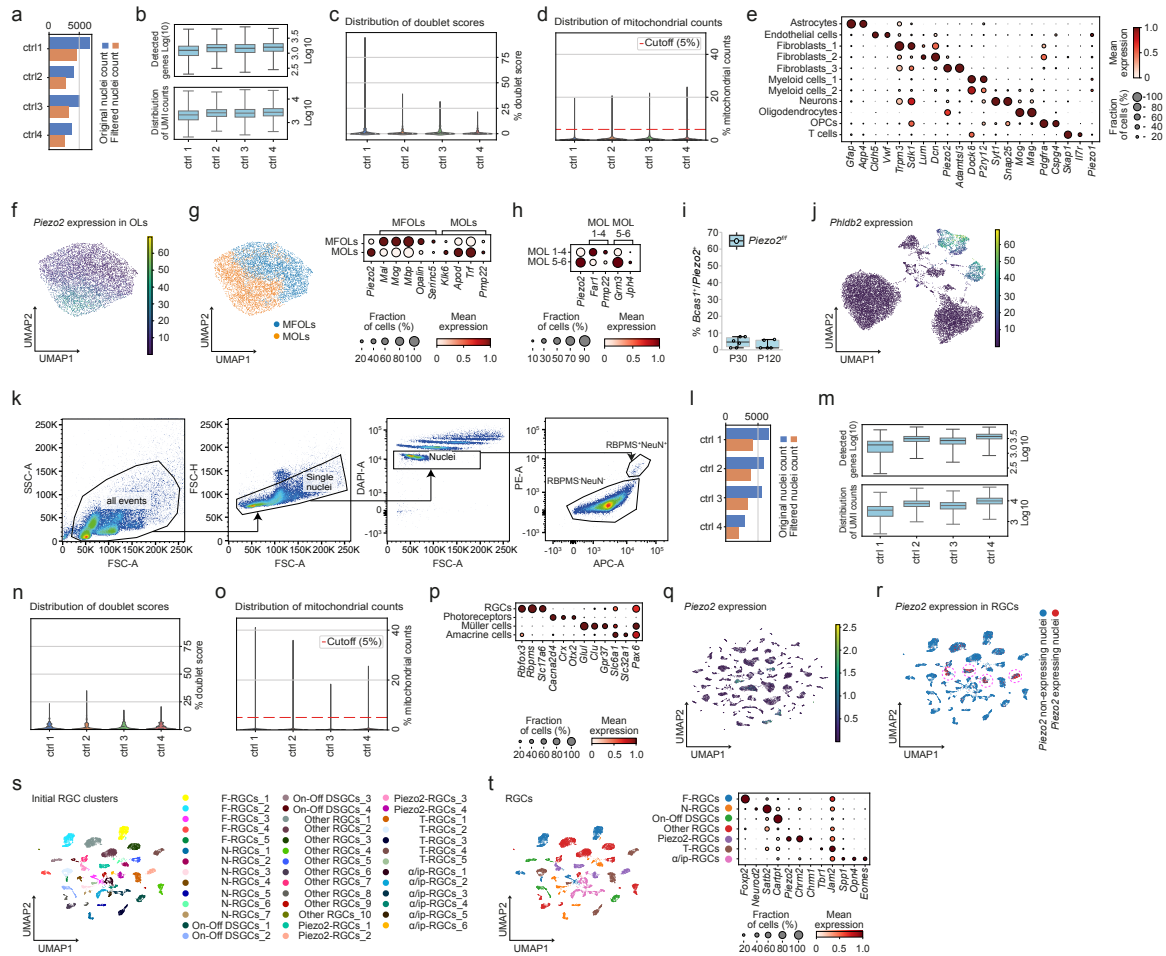

**Supplementary Fig. 1. Profiling of *Piezo2* gene expression in ON and retina tissues from P120 *Piezo2*<sup>fl/fl</sup> control mice.**

**a - d**, Quality control of snRNAseq data of 24 ON samples (n = 4 *Piezo2*<sup>fl/fl</sup> reactions, 6 samples pooled per reaction, n = 13,173 nuclei) with numbers of nuclei counts before and after filtering (**a**), boxplots showing number of detected genes (top) and distribution of UMI counts (bottom) (**b**), and violin plots showing distribution of doublet scores (**c**) and of mitochondrial counts (**d**). **e**, Dot plot of averaged, z-transformed gene expression of marker genes for identified cell clusters and *Piezo1* gene expression in the snRNA-seq ON dataset. **f**, UMAP visualization of *Piezo2* gene expression distribution in oligodendrocyte (OL) cluster. **g**, UMAP showing subclustering of OLs into myelin-forming OLs (MFOLs) and mature OLs (MOLs, left), according to marker genes (right). **h**, Further subclustering of MOLs into MOL 1-4 and MOL 5-6. **i**, Boxplots visualizing ISH analysis in *Piezo2*<sup>fl/fl</sup> mouse ONs of *Bcas1*-expressing *Piezo2*<sup>+</sup> cells (*Bcas1*<sup>+/+</sup>/*Piezo2*<sup>+</sup>) at P30 (n = 6) and P120 (n = 5). Kruskal-Wallis test. Boxplots with median and interquartile range (IQR) with whiskers (error bars) extending to largest and smallest values within 1.5× the IQR. **j**, UMAP showing *Phldb2* gene expression in all identified fibroblast subclusters. **k**, Representative gating strategy to sort RBPMS<sup>+</sup> NeuN<sup>+</sup> RGCs in retina samples. **l - o**, Quality control of snRNAseq data of 24 mouse retinas (n = 4 *Piezo2*<sup>fl/fl</sup> reactions, 6 retinas pooled per reaction, n = 13,485 nuclei) after flow cytometry sorting for RGCs with numbers of nuclei counts before and after filtering (**l**), numbers of detected genes (top) and distribution of UMI counts (bottom) (**m**), doublet score distribution (**n**), and mitochondrial count distribution (**o**). **p**, Dot plot of averaged, z-transformed gene expression of marker genes for identified cell types in retina dataset after sorting. **q**, UMAP of *Piezo2* gene expression in identified retinal cell clusters. **r**, UMAP of *Piezo2* gene expression in RGC cell clusters. Magenta-colored dashed circles mark clusters identified as *Piezo2*-RGCs. **s**, UMAP visualization of initial RGC clusters. **t**, UMAP

visualization of identified RGC subclusters (left) with corresponding dot plot (right) showing averaged, z-transformed expression of marker genes.

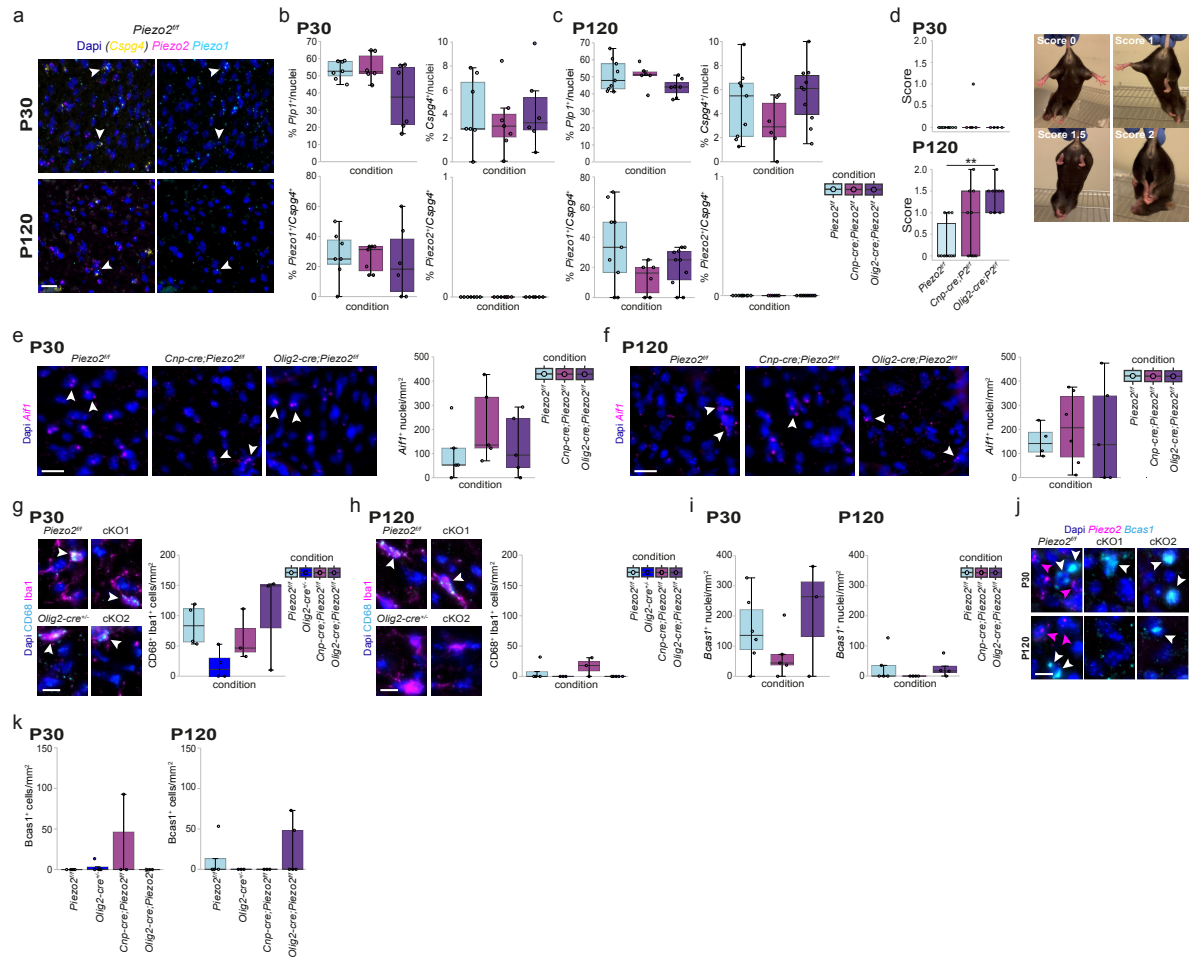

## Supplementary Fig. 2. Characterization of microglial reactivity and OPC differentiation in OL-specific *Piezo2* loss-of-function mice.

**a**, Representative ISH images of *Piezo2<sup>ff</sup>* mouse ONs at P30 and P120 using probes against *Piezo1*, *Piezo2* and *Cspg4*. Arrowheads highlight *Piezo1*<sup>+</sup>*Cspg4*<sup>+</sup> OPCs. Scale bar: 20μm. **b, c**, Boxplots showing percentages of *Plp1*<sup>+</sup> OLs and of *Cspg4*<sup>+</sup> OPCs of all nuclei, percentages of *Piezo1*<sup>+</sup> or *Piezo2*<sup>+</sup> OPCs of all OPCs (*Piezo1*<sup>+</sup> or *Piezo2*<sup>+</sup> / *Cspg4*<sup>+</sup>, respectively) at P30 (**b**) and P120 (**c**) in *Piezo2<sup>ff</sup>* (n = 7 (P30), 9 (P120)), *Cnp-cre;Piezo2<sup>ff</sup>* (n = 7 in *Cspg4*<sup>+</sup>, respectively 6 in *Plp1*<sup>+</sup> analysis (P30), 6 (P120)), and *Olig2-cre;Piezo2<sup>ff</sup>* mice (n = 6 (P30), 10 in *Cspg4*<sup>+</sup>, respectively 7 in *Plp1*<sup>+</sup> analysis (P120)). One-way ANOVA with Tukey's HSD test or Kruskal-Wallis test. **d**, Boxplots visualizing scoring of hindlimb reflex impairment in *Piezo2<sup>ff</sup>* compared to *Cnp-cre;Piezo2<sup>ff</sup>* and *Olig2-cre;Piezo2<sup>ff</sup>* mice at P30 (*Piezo2<sup>ff</sup>* n = 10, *Cnp-cre;Piezo2<sup>ff</sup>* n = 5, *Olig2-cre;Piezo2<sup>ff</sup>* n = 4), and at P120 (*Piezo2<sup>ff</sup>* n = 10, *Cnp-cre;Piezo2<sup>ff</sup>* n = 9, *Olig2-cre;Piezo2<sup>ff</sup>* n = 9), with representative pictures of P120 mice. Kruskal-Wallis test with pairwise Wilcoxon test, Holm-adjusted. **e - h**, Assessment of microglia. Representative ISH images showing *Aif1*<sup>+</sup> microglia at P30 (**e**) and P120 (**f**), and IHC images showing CD68<sup>+</sup> Iba<sup>+</sup> cells at P30 (**g**) and P120 (**h**). Corresponding quantification in ONs from *Piezo2<sup>ff</sup>* (*Aif1*: n = 5 (P30), 4 (P120), *Iba1*: n = 4 (P30, P120)), *Cnp-cre;Piezo2<sup>ff</sup>* (cKO1, *Aif1*: n = 5 (P30), 6 (P120), *Iba1*: n = 3 (P30, P120)), and *Olig2-cre;Piezo2<sup>ff</sup>* mice (cKO2, *Aif1*: n = 5 (P30), 5 (P120), *Iba1*: n = 3 (P30), 5 (P120)), and additionally for IHC in *Olig2-cre<sup>+/-</sup>* (n = 3 (P30, P120)) mice. Arrowheads highlight *Aif1*<sup>+</sup> / CD68<sup>+</sup> Iba<sup>+</sup> cells. Scale bar: 20μm (ISH) / 10μm (IHC). One-way ANOVA or Kruskal-Wallis test. **i, j**, ISH analysis of OPC density (*Bcas1*<sup>+</sup> nuclei/mm<sup>2</sup>), using an exon-specific (E43-E45) *Piezo2* probe and *Bcas1*, in *Piezo2<sup>ff</sup>* (n = 6 (P30), 5 (P120)), *Cnp-cre;Piezo2<sup>ff</sup>* (cKO1, n = 5 (P30), 4 (P120)), and *Olig2-cre;Piezo2<sup>ff</sup>* mice (cKO2, n = 3 (P30), 4 (P120)) (**i**) and representative images. White and magenta arrowheads highlight *Bcas1*<sup>+</sup> OPCs and *Piezo2*<sup>+</sup> cells, respectively. Scale

bar: 10 $\mu$ m (j). One-way ANOVA or Kruskal-Wallis test. **k**, Quantification of OPC density (Bcas1<sup>+</sup> cells/mm<sup>2</sup>) using IHC on ONs from *Piezo2<sup>ff</sup>* (n = 4 (P30, P120), *Olig2-cre<sup>+/-</sup>* (n = 4 (P30), 3 (P120)), *Cnp-cre;Piezo2<sup>ff</sup>* (n = 3 (P30, P120), and *Olig2-cre;Piezo2<sup>ff</sup>* mice (n = 3 (P30), 5 (P120)). Kruskal-Wallis test. Boxplots with median and interquartile range (IQR) with whiskers (error bars) extending to largest and smallest values within 1.5 $\times$  the IQR, each dot representing one animal. \**P* < 0.05, \*\**P* < 0.01.

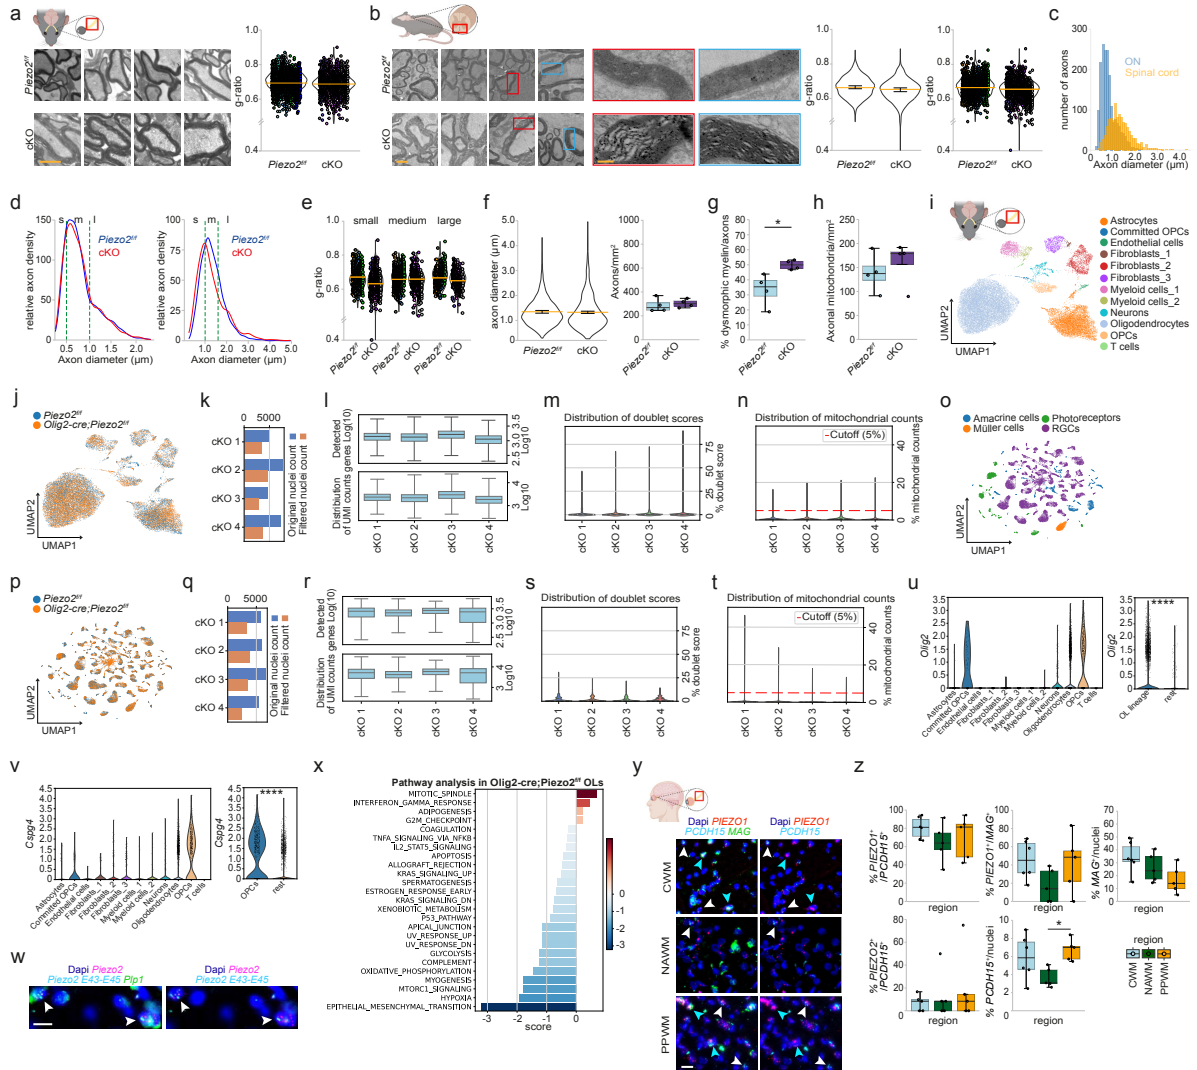

**Supplementary Fig. 3. EM imaging of ON and spinal cord tissue, integration of snRNA-seq data from *Olig2-cre;Piezo2<sup>ff</sup>* ON and retina tissue and ISH for *PIEZO1/PIEZO2* expression in OL lineage cells in human ON tissue.**

**a, b**, ON (**a**) and spinal cord (**b**) data with representative EM pictures from P120 *Piezo2<sup>ff</sup>* and *Olig2-cre;Piezo2<sup>ff</sup>* (cKO) mice, and corresponding g-ratios of all axons. ON: 1,840 axons, median (6 *Piezo2<sup>ff</sup>* mice) = 0.694; 1,217 axons, median (4 cKO mice) = 0.688; spinal cord: 1,185 axons, median (4 *Piezo2<sup>ff</sup>* mice) = 0.663; 1,141 axons, median (4 cKO mice) = 0.653. Images from two to three mice per condition per region. Scale bars: 1μm (**a, b** overviews) / 0.2μm (insets, **b** center). Plots representing all values, with quartiles and median (orange line) based on means per sample. Separate colors represent individual mice. Welch Two Sample t-test. **c**, Histogram showing axon counts per diameter bin in ON and spinal cord tissues from *Piezo2<sup>ff</sup>* mice used for EM analysis. **d**, Axon size subgroups of small (s), medium (m), and large (l) diameter axons (dashed lines) defined by the first, second and third and fourth quartiles of *Piezo2<sup>ff</sup>* axons, in ONs (left) and spinal cords (right). **e**, G-ratio analysis in spinal cord axon subgroups. Separate colors represent individual mice. Welch Two Sample t-test comparing means per sample. Orange line marks median. **f - h**, Axon diameters (**f** left, median of *Piezo2<sup>ff</sup>* = 1.350; cKO = 1.330; quartiles and median (orange line) based on means per sample), axonal density (**f** right), fraction of axons displaying dysmorphic myelin of all axons (**g**), and axonal mitochondria numbers (**h**), in spinal cords from *Piezo2<sup>ff</sup>* and cKO mice. Each dot represents the mean of at least 5 analyzed images per mouse. Welch Two Sample t-test or Mann-Whitney U test. **i, j**, UMAP visualization of cell clusters (n = 27,952 nuclei) (**i**) and condition (**j**) in integrated snRNA-seq dataset of 48 ONs (n = 4 reactions per

condition, 6 pooled ONs per reaction). **k - n**, Quality control of snRNA-seq ON data from *Olig2-cre;Piezo2<sup>ff</sup>* mice, plots showing nuclei counts before and after filtering (**k**), number of detected genes (top) and distribution of Unique Molecular Identifier (UMI) counts (bottom panel) (**l**), distribution of doublet scores (**m**) and mitochondrial counts (**n**). **o, p**, UMAP visualization of cell clusters (n = 26,708 nuclei) (**o**) and condition (**p**) in integrated snRNA-seq dataset of 48 retinæ (n = 4 reactions per condition, 6 pooled retinæ per reaction). **q - t**, Quality control of snRNA-seq retina data from *Olig2-cre;Piezo2<sup>ff</sup>* mice, plots showing nuclei counts before and after filtering (**q**), number of detected genes (top) and distribution of Unique Molecular Identifier (UMI) counts (bottom panel) (**r**), distribution of doublet scores (**s**) and mitochondrial counts (**t**). **u**, Violin plots showing *Olig2* expression in ON cell clusters of both conditions (left), and compared between OL lineage (containing OPCs, Committed OPCs and OLs) and residual cell types (right). **v**, Violin plots showing *Cspg4* expression across cell clusters (left) and compared between OPCs and residual cell types (right). Two-tailed Mann-Whitney U test, BH-adjusted. **w**, Representative ISH image of a murine ON (P120 *Piezo2<sup>ff</sup>*) using an exon-specific (*E43-E45*) and a non-exon-specific *Piezo2* probe, with *Plp1* for OLs. Arrowheads highlight *Piezo2 E43-E45<sup>+</sup>Piezo2<sup>+</sup>Plp1<sup>+</sup>* OLs. Scale bar: 10µm. **x**, Pathway analysis comparing *Olig2-cre;Piezo2<sup>ff</sup>* OLs to *Piezo2<sup>ff</sup>* OLs. Univariate Linear Model. **y**, Representative ISH images of *PIEZO1*-expressing *PCDH15<sup>+</sup>* OPCs, co-stained for *MAG* in CWM (first row, n = 6), NAWM and PPWM (second and third row, respectively, n = 5 each). White and cyan arrowheads highlight *PIEZO1<sup>+</sup>PCDH15<sup>+</sup>* OPCs and *PIEZO1<sup>+</sup>MAG<sup>+</sup>* OLs, respectively. Scale bar: 20µm. **z**, Boxplots showing percentage of *PIEZO1<sup>+</sup>* OPCs of *PCDH15<sup>+</sup>* OPCs (top left), percentage of *PIEZO1<sup>+</sup>* OLs of *MAG<sup>+</sup>* OLs (top center), percentage of *MAG<sup>+</sup>* OLs per nuclei (top right), percentage of *PIEZO2<sup>+</sup>* OPCs of *PCDH15<sup>+</sup>* OPCs (bottom left) and percentage of *PCDH15<sup>+</sup>* OPCs per nuclei (bottom center) in CWM, NAWM, and PPWM. Each dot represents the mean of 6 analyzed ROIs per sample. Boxplots with median and interquartile range (IQR) with whiskers (error bars) extending to largest and smallest values within 1.5× the IQR. Ordinary one-way ANOVA test or Kruskal-Wallis test. \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.0001, \*\*\*\**P* < 0.0001. Cartoons created in BioRender. Dyckow, J. (2026) <https://BioRender.com/z0yinhh>.

# Supplementary material for: Oligodendrocyte Piezo2 is a regulator of age-dependent myelin integrity and dysregulated in multiple sclerosis
**Source:** Commun Biol. 2026 Jun 20;9:849. doi: 10.1038/s42003-026-10530-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary files

## **Description of Additional Supplementary files**

### **Supplementary Data 1**

Numerical source data for graphs in the manuscript.

### **Supplementary Data 2**

Cell-type-specific marker genes for mouse optic nerves.

### **Supplementary Data 3**

Marker genes for oligodendrocyte subtypes.

### **Supplementary Data 4**

In situ hybridization analysis of Bcas1 in mouse optic nerves.

### **Supplementary Data 5**

Cell-type-specific marker genes for mouse retinae.

### **Supplementary Data 6**

Marker genes for retinal ganglion cell (RGC) subtypes.

### **Supplementary Data 7**

In situ hybridization analysis of Piezo1/Piezo2 gene expression in Cspg4/Plp1 expressing cells in mouse optic nerves.

### **Supplementary Data 8**

Analysis of mouse body weight.

#### Supplementary Data 9

Rotarod analysis in mice.

#### Supplementary Data 10

Analysis of hindlimb reflex in mice.

#### Supplementary Data 11

Immunohistochemical analysis of Aif1, CD68, and Bcas1.

#### Supplementary Data 12

Electron microscopy (EM) analysis of murine optic nerve and spinal cord tissue.

#### Supplementary Data 13

Olig2 and Cspg4 gene expression in optic nerves integrated from Piezo2f/f and Olig2-cre;Piezo2f/f mice.

#### Supplementary Data 14

In situ hybridization analysis of Piezo2+ Pde3a+ in mouse optic nerves.

#### Supplementary Data 15

Metadata for human optic nerve tissue.

#### Supplementary Data 16

In situ hybridization analysis in human optic nerve tissue.

# Supplementary material for: Oligodendrocyte Piezo2 is a regulator of age-dependent myelin integrity and dysregulated in multiple sclerosis
**Source:** Commun Biol. 2026 Jun 20;9:849. doi: 10.1038/s42003-026-10530-3
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Leica Application Suite X 3.8.1.26810, ImageJ (Fiji, version 2.0.0-rc-69/1.52 and version 2.14.0/1.54f), Chromium X Firmware v2.20.                                                                                                                                                                                                                               |
| Data analysis   | ImageJ (Fiji, version 2.14.0/1.54f), R software version 4.4.2, Prism software (version 10.0.3; GraphPad Software), Python version 3.11.0, Adobe Illustrator version 29.0.1, Cell Ranger Count version 7.0.0, Cellbender version 0.3.0, link to bioninformatic code: <a href="https://doi.org/10.5281/zenodo.15877404">https://doi.org/10.5281/zenodo.15877404</a> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Scripts and bioinformatic data are publicly available. All other data supporting the findings of this study are available within the paper and its Supplementary Data. Numerical source data for graphs in the manuscript can be found in supplementary data 1 file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                 |
|--------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Sex was determined based on self-reporting. Data was not disaggregated in terms of sex due to insufficient sample size for meaningful analysis.                                                                                                                                                                                                                                 |
| Reporting on race, ethnicity, or other socially relevant groupings | Information on race, ethnicity or other socially relevant groupings was not available.                                                                                                                                                                                                                                                                                          |
| Population characteristics                                         | In total, postmortem optic nerve tissue from 15 samples ( 7 controls and 8 MS donors) were included for histological validation, and 12 samples (7 controls and 5 MS donors) were included for in situ hybridization analysis, from which one control sample was used only for control stainings. Patients ranged between 17 and 80 years old with a mean of 54,8 years of age. |
| Recruitment                                                        | Postmortem human ON tissue from MS patients was provided by the UK Multiple Sclerosis Tissue Bank (UKMSTB) at the Imperial College, London. Control samples were obtained from the UKMSTB and Johns Hopkins University.                                                                                                                                                         |
| Ethics oversight                                                   | MS and control tissue was obtained following fully informed consent by the donors from prospective donor programs following ethical approval by the Wales Research Ethics Committee (18/WA/0238).                                                                                                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For human data, sample size was determined based on tissue availability and quality parameters described in methods. No sample size calculation was performed. The amount of samples selected is enough to perform statistical analysis and prove that the findings are not due to one sample, but we can see the same changes across conditions. For mouse data, a priori sample size calculation was performed using Noether's approximation, assuming alpha = 0.05, power of 80 %, and an effect size of d = 0.9, respectively of 0.75 for rotarod testing. |
| Data exclusions | Three MS samples had to be excluded from further in situ hybridization analysis due to no identifiable demyelinated area (one sample) or due to no identifiable NAWM region (two samples). In mouse experiments, for in situ hybridization analysis at P30 one mouse of each the Cnp-cre;Piezo2f/f and the Piezo2f/f condition had to be excluded in either the Plp1 or Cspg4-dependent expression analysis because the staining did not work. For g-ratio analysis of ON tissue, one Piezo2f/f mouse had to be excluded due to insufficient fixation.         |
| Replication     | Our study did not include a replication study of our findings in independent samples. Advanced computational tools for analyzing snRNA-seq data help manage technical variability, reducing the need for formal replicates and from technical batch effects.                                                                                                                                                                                                                                                                                                   |
| Randomization   | Stratified randomization of mice was taken into consideration by distributing littermates across assessed conditions. Handling and processing mouse and human tissue samples in terms of condition was randomized.                                                                                                                                                                                                                                                                                                                                             |
| Blinding        | Selection of human samples for in situ hybridization was not blinded because it was necessary to assess the presence of NAWM, PPWM and lesion core before further analysis. For snRNA-seq analysis, the leiden unsupervised clustering algorithm (Scanpy version 1.10.4) was used. All other experiments were performed blinded, after mice of a certain genotype and age have been assessed to experimental groups.                                                                                                                                           |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Primary antibodies: mouse anti-MOG (clone 8-18C5, 1:1000, Millipore Sigma, RRID AB\_1587278), rat anti-CD68 (monoclonal; clone FA-11; 1:250; Abcam), rabbit anti-Iba1 (polyclonal; 1:500; Wako), anti-Bcas1 (NaBC1 mouse monoclonal; clone unknown; 1:100; Santa Cruz Biotechnology), anti-NeuN (1:250, Merck Millipore, Cat. No. ABN91), anti-RBPMS (1:250, abcam, Cat. No. ab194213).

Secondary antibodies: biotinylated goat anti-mouse (1:500, Thermo Fisher Scientific, 62-6540); goat anti-rat, goat anti-mouse, goat anti-rabbit IgG (H+L) (Thermo Fisher Scientific; 1:500; A-11006); anti-chicken 647 (1:500, Jackson ImmunoResearch, 703-605-155); anti-rabbit PE ((1:200, BioLegend, Poly4064).

### Validation

All listed antibodies are commercially available. The same antibodies and lot have been successfully used in recent peer-reviewed articles, for example (Kapell et al. Neuron-oligodendrocyte potassium shuttling at nodes of Ranvier protects against inflammatory demyelination. J Clin Invest 133, (2023)).

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

This study involved laboratory mice on a C57BL/6J background. Mice from strain B6(SJL)-Piezo2tm2.2Apat/J were commercially available at The Jackson Laboratory as strain #027720. Mice from strain B6.129-Olig2tm1.1(cre)Wdr/J were commercially available at The Jackson Laboratory as strain #025567. Cnp-cre knock-in mice were transferred from the Max Planck Institute in Goettingen and had been generated as previously described (Lappe-Siefke, C. et al. Disruption of Cnp1 uncouples oligodendroglial functions in axonal support and myelination. Nat Genet 33, 366–374 (2003)). Different time points were analyzed up to P14, P30, P120 and P160 depending on the experiment and the age of the assessed mice is clearly stated in the text and in the figure legends. Mice were maintained in a specific pathogen-free facility at a temperature range of 20C to 23C with a 12/12-h light/dark cycle and had standard diet pellets, water ad libitum and paper tissue as nesting material. Except for male adult mice, they were kept in groups of four to five animals per cage. Breeding was performed in-house.

### Wild animals

This study did not involve wild animals.

### Reporting on sex

Initial screening of mouse optic nerves by ISH and IHC was performed in both sexes. For body weight analysis and rotarod testing, sex data was disaggregated. As female mice showed stronger motor deficits in rotarod testing, subsequent analysis of hindlimb reflexes, EM and snRNA-seq analysis was carried out in female mice.

### Field-collected samples

The study did not involve samples collected from the field.

### Ethics oversight

The local government (Regierungspräsidium Karlsruhe, Germany) approved the protocol used for working with mice in this study.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                                        | Frozen mouse retina samples were transferred to a Dounce homogenizer containing 1 ml of ice-cold NP40 lysis buffer (0.1% NP-40 (Thermo Fisher Scientific, Cat. No. 85124), 10mM Tris pH 8.0, 1mM CaCl <sub>2</sub> , 8mM MgCl <sub>2</sub> , 15mM NaCl, 0.02 U $\mu$ l <sup>-1</sup> DNase I (Merck Millipore, Cat. No. D4527)) supplemented with 0.2 U $\mu$ l <sup>-1</sup> Ribolock RNase Inhibitor (Thermo Fisher Scientific, Cat. No. EO0382). Homogenization was performed using 20 strokes with the loose pestle, followed by the addition of 1 mL of NP-40 lysis buffer to wash remaining tissue from the pestle. The sample was then homogenized for an additional 20 strokes using the tight pestle. The homogenate was passed through a 100 $\mu$ m cell strainer with additional NP40 lysis buffer and centrifuged at 500 $\times$ g for 5 minutes. To preserve RNA integrity, all buffers, except the washing buffer, were supplemented with 0.16 U $\mu$ l <sup>-1</sup> Ribolock RNase inhibitor. Pelleted nuclei were resuspended in staining buffer (Tris base buffer: 10mM Tris pH 8.0, 1mM CaCl <sub>2</sub> , 8mM MgCl <sub>2</sub> , 15mM NaCl, DNase I 1 U ml <sup>-1</sup> ) containing 0.02% Tween and 2% BSA, with primary antibodies targeting NeuN (1:250, Merck Millipore, Cat. No. ABN91) and RBPMS (1:250, abcam, Cat. No. ab194213) for 15 minutes at 4 °C. Nuclei were washed, centrifuged at 500 $\times$ g for 5 minutes, and stained with secondary antibodies (anti-chicken 647 and anti-rabbit PE) for 15 minutes at 4 °C. Following another washing step, nuclei were filtered through a 70 $\mu$ m strainer, resuspended in sorting buffer (Tris base buffer with 2% BSA), and Hoechst (1:2000) was added to visualise nuclei. NeuN+/RBPMS+ nuclei were sorted. |
| Instrument                                                                                                                                                | BD FACSAria III                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Software                                                                                                                                                  | BD FACSDiva Software                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Cell population abundance                                                                                                                                 | Single nucleus RNA-sequencing of post-sort fractions showed a distribution of 72.42% RGCs, 14.23% amacrine cells, 9.97% photoreceptors and 3.39% Müller glia cells.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Gating strategy                                                                                                                                           | The preliminary gating of the starting cell population was performed on a FSC-A vs. SSC-A plot, excluding cell debris (low FSC/SSC) and outliers (high SSC/FSC). "Positive" and "negative" populations were defined on a PE-A vs. APC-A plot, in which the double-positive (RBPMS+/NeuN+) nuclei of interest accumulated in the upper-right quadrant and were identified as positive.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| <input checked="" type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

How the deposited data were processed for this re-analysis (not part of the article)

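The measurements are single-nucleus RNA counts from mouse ONs at P120, in 4 libraries of *Piezo2* f/f control mice (replicates 1 to 4) and 4 libraries labelled *Olig2-cre;Piezo2* f/f cKO (replicates 10 to 13). Each library pools 6 ONs of 3 female mice. The mapping of libraries to conditions follows their labels. Because *Piezo2* was not lower in OLs of the second group, it is called the libraries labelled cKO throughout.

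The authors made the libraries with a droplet kit for 3-prime ends and counted UMIs with Cell Ranger on the reference GRCm39. The deposited values are counts of UMIs per gene and barcode, whole numbers without normalization, with every barcode kept. Each library has 1318681 to 1768592 barcodes, of which 754270 to 987763 carry at least 1 UMI. The methods then describe removal of ambient RNA with Cellbender, filters on nuclei, doublet removal with DoubletDetection, integration with scVI and tests with PyDESeq2. None of these steps is part of the deposited counts, and Cellbender, DoubletDetection and scVI were not repeated. The counts list 33696 genes, of which 98.5% were matched by identifier to the annotation of GRCm39, which gave chromosome, start and end.

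Nuclei were called as in Cell Ranger. The OrdMag threshold was the 99th percentile of the UMI counts of the 8000 expected nuclei, divided by 10. Barcodes below it were tested when they had at least 500 UMIs, for up to 20000 candidates, against an ambient profile from barcodes ranked 45000 to 90000, with 10000 simulations and a false discovery rate of 0.01. Nuclei with fewer than 200 genes, more than 5% mitochondrial counts, values more than 5 median absolute deviations from the median (log UMIs, log genes, share of the top 20 genes) or more than 3 (mitochondrial share) were removed, as the methods state. Scrublet scores were computed per library, and the nuclei with the highest scores were removed up to 0.8% per 1000 nuclei. The median UMI count per nucleus over libraries was 2942 in the control libraries and 2702 in the libraries labelled cKO, and the number of libraries and of nuclei per sum limits the precision of every value.

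Genes in more than 10 nuclei were normalized to 10000 counts per nucleus and log-transformed. The 3000 most variable genes, 30 principal components and 15 neighbours were used for Leiden clustering at resolution 3. A cluster was named when at least 3 markers of a list were raised, with a median marker level of at least 0.25 of the mean of the clusters closest to that type and a relative UMI count of at least 0.333. Clusters with markers of another type at a level of at least 0.25 and a relative UMI count over 1.3 were left unnamed as mixtures, and clusters led by pituitary genes were left unnamed as well. Committed OPCs were exempt from the rule for mixtures because they lie between OPCs and OLs, and their cluster, with another type at 0.30 and a relative UMI count of 1.88, would have met it. These rules and the exemption were set after the clusters were seen and before the tests were run. The marker lists come from Supplementary Data 2, with added genes, and its entry Cldh5 was read as *Cldn5*. Lists for Schwann cells and for retina named no cluster. Nuclei in unnamed clusters, 6.00% to 7.05% per genotype, entered no test by cell type. OLs and fibroblasts were subclustered at resolution 1.

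Counts were summed per library and cell type where a sum had at least 10 nuclei and 1000 counts. Sums were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM, filterByExpr), and DESeq2 1.42.0 served as the alternative to it, for genes with at least 10 counts in total. Standard errors of log2 fold changes were derived from the F statistic. Tests with 1 value per library were exact permutation tests, two-sided. Marker lists were tested with camera and fry of limma 3.58.1. Clustering used scanpy 1.11.5 and leidenalg 0.10.2 under Python 3.11.15, and the models were fitted in R 4.3.3. All p-values are two-sided unless another side is named, and adjusted p-values are Benjamini-Hochberg values within 1 comparison.

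Comparisons were made between *Piezo2*+ OLs and *Piezo2*- OLs of the control libraries, between genotypes within each cell type, between cell types for *Piezo1*, *Piezo2*, *Olig2* and *Cspg4*, between OLs with high and low scores of subtype markers, between fibroblast subclusters, and between genotypes for the shares of cell types. Comparisons, tests, their thresholds, marker lists and most alternatives were fixed before the data were examined. The alternatives chosen only after seeing the data are an ambient profile from the empty-droplet plateau, the library as a block together with matched or thinned UMIs or with a library left out, the block in the comparison of OLs by subtype score, thinning in the genotype comparison, and a term for a set of libraries that crosses the genotypes. The genes named are those the paper names for these data and, per comparison, the 5 genes with the smallest adjusted p in each direction among those called and changed the same way in every library.

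The sums of *Piezo2*+ OLs and *Piezo2*- OLs come in pairs from the same libraries. This pairing was checked on the deviations from the group means, whose correlations within replicates 1 to 4 were 0.769, 0.563, 0.659 and 0.637 across 7696 genes. The comparison without the library as a block was kept as the main one because the methods name no such term.

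Thinning drew 1000 UMIs from each nucleus and left out nuclei with fewer. Ambient RNA was subtracted from the sums as an alternative only. The profile came from barcodes with under 100 UMIs and was scaled by the lowest level among the markers of other cell types. This scaling replaced an earlier one that had given shares over 100%, before any test was run with it, and 1 T cell sum still came to 102%. The ambient share came to 13.6% of OL sums in the control libraries and 13.7% in the libraries labelled cKO, and to 19.8% and 19.5% of OPC sums. In small types it was imprecise, with 64.1% in T cells of the control libraries.

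The tests were tested on simulated data with 200 changed genes among as many genes as each comparison had. The comparison of genotypes recovered 88% of them in OLs, 71.5% in OPCs, 87% in astrocytes and 62% in neurons. The comparison of *Piezo2*+ OLs with *Piezo2*- OLs recovered 86%. That of OLs with the other cell types recovered 91.5%, and the interaction between OLs and astrocytes 78.5%. All simulated changes were larger in size than that of *Lama2* between genotypes in OLs (−0.73) or of *Pcdh15* between the split OLs (−0.56). Recovery of smaller changes, or with fewer than 200 changed genes, was not simulated. The simulated sums of split OLs were also independent, while the real ones come in pairs.

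Retina libraries, ISH, electron microscopy, behavior and human tissue were not analysed here. The pathway analysis with Hallmark gene sets was not repeated, since these sets were not at hand. The methods exclude nuclei that express mitochondrial, ribosomal or hemoglobin genes from the tests, which was read as leaving out these genes and tried as an alternative.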

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

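In this part, the tests of hormone RNA in empty droplets, of the calls without control replicate 3, and of the genes near *Olig2* were chosen only after the results were seen.

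In 9 of 88 groups of 4 libraries, a single library lay far from the others by Dixon's test. Chance gives this in about 1 in 20 groups, or 4.4 of 88, so several of these values are within what chance alone gives. Among control libraries, replicate 1 had a mean of 1563 genes per nucleus, against 1892 to 1952 in the others. It also had the most nuclei and the lowest median UMI count, 2450, so that depth goes along with it. Replicate 4 had the lowest share of OLs, 42.7% against 52.3% to 54.2%. In the libraries labelled cKO, replicate 13 had 1.69% endothelial cells against 1.01% to 1.07%. The design gives no biological difference between replicates, and none was tested. No technical explanation of these shares was tested either.

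Control replicate 3 stood apart in 4 measures. Pituitary hormone genes made up 8889 CPM of its empty droplets, against 308 to 621 CPM in the other control libraries and 39.1 to 152 CPM in the libraries labelled cKO. Its shares of neurons (3.20% against 0.740% to 0.968%), myeloid cells (6.16% against 4.02% to 4.18%) and committed OPCs (0.498% against 0.239% to 0.267%) were higher as well. The list of 8 hormone genes was led by *Prl* (4703 CPM), *Gh* (2491 CPM) and *Avp* (709 CPM) in this library. *Avp* was also the leading gene of the pair of OL clusters that came mostly from the control libraries, and its source was not tested. The levels of *Prl* and *Gh* in empty droplets fit pituitary tissue in the dissected sample, which lies next to the optic chiasm. Whether the additional neurons, myeloid cells and committed OPCs came with this tissue was not tested. Without control replicate 3, 11 of the 12 genes called in OLs kept their call, so these calls do not rest on this library. The other control libraries still had more hormone RNA than every library labelled cKO. Leaving out replicate 3 therefore does not test such RNA as a source of genotype differences. A different state of these mice stays open, as it was not tested.

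Single genes in OLs also had 1 library far from the others. *Tnr* was at 65.2 CPM in replicate 10 of the libraries labelled cKO, against 43.8 to 47.3 CPM in the others. *Pde3a* was at 45.5 CPM in the same library, against 29.6 to 30.8 CPM. Without this library the log2 fold change of *Pde3a* was 1.49, so its call does not rest on it. No cause was tested.

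The effect of genotype differed between cell types for several genes that the paper or the rule for named genes singles out. Between OLs and OPCs, the difference of the log2 fold changes was 1.66 for *Pde3a* (adjusted p = 9.4e-04), −0.91 for *Cacna2d3* (0.0376), −0.74 for *Zfpm2* (0.0228) and 0.77 for *Aldh1a1* (0.0376). Between OLs and astrocytes it was −1.31 for *Zfhx4* (adjusted p = 1.1e-07), 1.90 for *Pde3a* (2.3e-04), 0.83 for *Adgrg6* (5.2e-04), −0.59 for *Lama2* (0.0027), −1.07 for *Cacna2d3* (0.0012) and −0.77 for *Zfpm2* (3.3e-04). Such a difference alone does not exclude free RNA, which weighs less on the log2 scale where a gene is high. *Zfhx4*, *Pde3a*, *Lama2* and *Zfpm2* kept their calls in OLs after subtraction of the ambient profile, which argues against free RNA for these 4 genes. *Cacna2d3*, with 21.1 CPM in OLs and 305 CPM in OPCs of the control libraries, lost its call in OLs (−1.84, adjusted p = 0.109) and *Aldh1a1* lost its call in OPCs, so free RNA stays open for both. *Adgrg6* was not called in OLs. The differences between types were not tested again after subtraction. Other groupings of the libraries were not run for these differences. A genotype effect stays open as the biological explanation. Where the *cre* acted was not measured here, and *Piezo2* was not lower in OLs of the libraries labelled cKO. The genotype effect was not tested against other differences between the mice.

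A signal outside the genes that the paper discusses is the higher level of *Gm49688* (log2 fold change 2.00) and *4930420G21Rik* (0.91) in OLs of the libraries labelled cKO. Both are noncoding genes on chromosome 16, at 2.58 and 2.75 Mb from *Olig2*. Within 5 Mb of *Olig2*, a window set after these genes were seen, 76 genes were tested and 2 called, and elsewhere 10 of 14314. With the set of libraries as a term 3 of the 35 called genes lay in the window, and with DESeq2 4 of 50. Both include *Gm33255*, 2.84 Mb from *Olig2*, which was not called in the main edgeR test (1.34, adjusted p = 0.0618). *Gm33255* was also higher in fibroblasts (0.55) and myeloid cells (0.99) of the libraries labelled cKO, without being called. A candidate explanation is DNA flanking the *cre* allele, inherited from another strain. Among the uncalled genes, 10 of 74 in the window had an unadjusted p under 0.05, or 13.5%, against 8.70% elsewhere (one-sided Fisher's exact test, p = 0.108), so flanking DNA cannot be told apart from a regulatory effect of genotype with so few genes. *4930420G21Rik* was also higher in 4 of 4 other cell types in which it was tested, without being called in any. *Eva1c*, named after its values were seen, lies 0.32 Mb from *Olig2* and had a log2 fold change of 1.02 in OLs (adjusted p = 0.151, called with DESeq2), −0.15 in astrocytes and 0.14 in fibroblasts. The 10 called genes outside the window all lie on other chromosomes, which flanking DNA at *Olig2* does not explain.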

How the results depend on the processing

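In this part, the ambient profile from the empty-droplet plateau, the block together with matched or thinned UMIs or with a library left out, the block in the comparison by MOL scores, thinning in the genotype comparison and the term for a set of libraries were chosen only after the results were seen.

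Several results kept their direction and their side of the threshold in every alternative tried. These are *Piezo1* in endothelial cells (14 alternatives, 2.88 to 3.24 with a library left out), *Piezo2* in OLs against other types (14 alternatives, 2.20 to 2.40), *Olig2* in the OL lineage (16 alternatives, 2.42 to 2.50) and *Cspg4* in OPCs (16 alternatives, 4.38 to 4.50). The genotype difference of *Piezo2* in OLs stayed positive and uncalled in 15 alternatives (0.18 to 0.33 with a library left out), and so did that of *Olig2* in OPCs (15 alternatives, 0.52 to 0.86). The count of cell types that differed in share, 0 in 11 alternatives, is not among these results, since a single type among 10 cannot reach an adjusted p under 0.286 in the exact test.

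Nuclei and genes per library depended on the calling of nuclei by construction. With at least 500 UMIs and no test against the ambient profile, the mean was 6371 nuclei and 1208 genes in the control libraries (4151 and 1798 in the main analysis) and 6923 nuclei and 1191 genes over all 8 (4609 and 1763). Without the filter by median absolute deviations it was 5349 and 6061 nuclei.

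The count of genes between *Piezo2*+ OLs and *Piezo2*- OLs was the least stable. The 74 genes became 34 with the plateau profile subtracted, 113 with DESeq2, 176 without the filter on low counts, 35 among the most variable genes only, 45 with *Piezo2*- OLs matched for UMIs and 7 after thinning. The low counts are partly by construction, since fewer genes or UMIs were tested, and for the others the cause was not tested. The split into higher and lower was 57 and 17 in the main analysis and 83 and 30 with DESeq2, but 210 and 226 with the replicate block, so the excess of higher genes depends on the model. With a library left out the count ranged from 2 to 29, with 29 without replicate 1, 2 without replicate 2, 10 without replicate 3 and 10 without replicate 4. These counts come from the model without the library as a block, although the sums are pairs from the same libraries. With the replicate block, 436 genes were called, 74 of them shared with the main analysis, 214 with the block and matched UMIs, and 89 with the block and thinning (55 higher and 34 lower, against 7 and 0 without the block). With the block and without control replicate 1, 2, 3 or 4, 363, 441, 348 and 393 genes were called, with 72, 74, 73 and 72 of the 74 genes among them, so the fall to 2 genes depends on leaving the pairing out of the model. The block added the calls of *Pcdh15* (−0.55), *Opalin* (−0.53) and *Adgrg6* (0.54). In *Tnr*, *Pdgfc*, *Unc5d*, the other genes named from the 74 and the comparisons between cell types it changed no other call. In 11 other alternatives the count stayed within 1.5 times.

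*Piezo2* in OLs with a high against a low MOL score lost its call after thinning (0.66), and ranged from 0.78 to 0.99 with a library left out, uncalled without replicate 3 (0.78) or replicate 4 (0.83). With the block it was called in all of these settings (0.67 after thinning, 0.77 to 0.99 with a library left out), so the lost calls depend on leaving the pairing out of the model. For the MOL 5-6 score, the value of −0.23 reversed to 0.02 after thinning and ranged from −0.33 to −0.17 with a library left out, and was called in none of these. With the block it was called (−0.22), also without replicate 3 (−0.34) or replicate 4 (−0.20), but not without replicate 1 or 2 (range −0.34 to −0.15), and reversed to 0.04 after thinning, uncalled. In the fibroblast subcluster with the highest *Adamtsl3*, the difference of 2.72 moved to 3.19 at Leiden resolution 1 and to 3.31 after subtraction of the ambient profile, and ranged from 2.52 to 2.77 with a library left out.

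In OLs, the 12 genes called between genotypes became 50 with DESeq2, 43 without the filter on low counts, 19 among the most variable genes (8 shared) and 35 with the set of libraries as a term, and 10 to 17 with a library left out. The 12 genes were shared with the first, the second and the last of these settings. The genes added by DESeq2 and by the set of libraries as a term include hemoglobin and pituitary hormone genes. In OPCs, the 8 genes became 16 when more doublets were removed, 0 at Leiden resolution 1, 1 after subtraction of either ambient profile, 45 without the filter, 0 among the most variable genes, 2 without mitochondrial, ribosomal and hemoglobin genes and 13 with the set as a term. At Leiden resolution 1, edgeR gave 421 genes at an unadjusted p under 0.05, and 90 among the most variable genes, while DESeq2 called 7 genes in the main clusters. With a library left out the count ranged from 1 to 10, with 3 without control replicate 2, 1 without control replicate 4, 1 without replicate 10, 1 without replicate 11, 2 without replicate 12 and 5 without replicate 13 of the libraries labelled cKO. The cause was not tested, apart from the settings that test fewer genes.

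In the other types 0 genes were called in the main analysis, with 1125, 241, 617, 432 and 277 genes at an unadjusted p under 0.05 in edgeR for astrocytes, endothelial cells, fibroblasts, myeloid cells and neurons. Without the filter on low counts these became 29, 33, 50, 47 and 68 genes. DESeq2 called 10 in astrocytes, 5 in fibroblasts, 3 in neurons and 0 in the other two types. Fibroblasts gave 3 genes with the plateau profile subtracted and 4 after thinning, and myeloid cells 2 after thinning. Neurons gave 1 gene without doublet removal, at Leiden resolution 1, with the plateau profile and with the set as a term. With a library left out the ranges were 0 to 4 in astrocytes (4 without replicate 13 of the libraries labelled cKO), 0 to 29 in endothelial cells (29 without control replicate 1 and 3 without control replicate 2), 0 to 4 in fibroblasts (4 without replicate 13), 0 to 1 in myeloid cells (1 without control replicate 1) and 0 to 1 in neurons (1 without control replicate 4 or replicate 11). The cause was not tested.

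The genotype difference of *Olig2* in OLs became called without control replicate 3 (0.76) and ranged from 0.49 to 0.76. That of *Piezo2* in OPCs, −0.39 and uncalled, reversed without doublet removal (0.30), at Leiden resolution 1 (0.16), with genes scaled within each library (0.13) and without control replicate 4 (0.05), with a range of −0.66 to 0.05. OPC sums held only 49 and 43 *Piezo2* UMIs, so its direction is not resolved at this depth.

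Of the genes called in the comparisons of *Piezo2*+ OLs with *Piezo2*- OLs or of genotypes in OLs and OPCs and named here, none reversed in the alternatives run. Between genotypes in OLs, *Pde3a*, *Zfpm2*, *Abca8a*, *7630403G23Rik* and *Ralyl* kept their calls in 19 of 19 alternatives, *Zfhx4*, *Gm49688* and *4930420G21Rik* in 18 of 18, *Cacna2d3* in 17 of 19, *Lama2* in 17 of 18 and *Egfem1* in 12 of 19. In OPCs, *Emid1* kept its call in 17 of 18, *Vegfa* in 12 of 18, *Hba-a2* in 10 of 17, *Hba-a1* in 8 of 17, *Hbb-bs* in 7 of 17, *Aldh1a1* in 6 of 19, *Ltbp1* in 4 of 18 and *Trhde* in 4 of 19. In the comparison of *Piezo2*+ OLs, *Tnr* kept its call in 15 of 19 alternatives, *Pdgfc* in 13 of 17, *St8sia5* in 16 of 18, *Ctnna2* in 17 of 19, *Col13a1* in 16 of 19, *C030029H02Rik* in 18 of 19, *Kif21b* in 13 of 17, *Kit* in 15 of 19, and *Hivep2* and *Arhgap24* in 14 of 19 each.

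No paired analysis was possible because the control libraries are replicates 1 to 4 and the libraries labelled cKO are replicates 10 to 13, so the genotypes share no replicate number. Genes that an alternative did not test, such as those outside the most variable genes, have no value in it. Depth limits the small types: T cells, mural cells and committed OPCs had too few nuclei in at least 1 library for a test between genotypes.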

Differences from the paper's values

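In this part, the term for a set of libraries was chosen only after the results were seen.

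Supplementary Data 1 of the paper lists 32 genes as higher and 42 as lower in *Piezo2*+ OLs at the thresholds of the methods, as the paper's values, while 57 and 17 were called here. Of the alternatives set before the data were examined, the count of higher genes came within 1.5 times of the paper's among the most variable genes only (28), with *Piezo2*- OLs matched for UMIs (31) and without control replicate 1 (23), and in none of the others. The count of lower genes did so with DESeq2 (30) and without the filter on low counts (53), and in none of the others. With the replicate block, which follows the pairing of the sums, 210 were higher and 226 lower, so the excess of higher genes here depends on the model. With no minimum fold change, 59 and 17 genes were called.

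For the genotype comparison, the paper's number of differentially expressed genes is about 20 in OLs, about 14 in OPCs, about 7 in astrocytes and about 2 in neurons in Fig. 3g, read by eye. Here 12, 8, 0 and 0 genes were called by edgeR. In astrocytes 1125 and in neurons 277 genes had an unadjusted p under 0.05. In OLs the count came within 1.5 times of the paper's without doublet removal (14), among the most variable genes only (19), without control replicate 3 (16) and without replicate 13 of the libraries labelled cKO (17). In OPCs it did so when more doublets were removed (16), with genes scaled within each library (10) and without control replicate 1 (10). Some settings were chosen after seeing the values. Of these, thinning gave 18 genes in OLs, the plateau profile subtracted 14, and the set of libraries as a term 35. In OPCs the set of libraries as a term gave 13 genes. In astrocytes and neurons the count came within 1.5 times of the paper's with DESeq2 only (10 and 3). All other alternatives set before the data were examined differed, those with no minimum fold change included.

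The paper states that *Pcdh15* is lower in *Piezo2*+ OLs. Its log2 fold change here was −0.56 with an adjusted p of 0.204, which is not called. It was called with the replicate block (adjusted p = 4.7e-19), with the block and each control library left out (chosen after seeing the values), with the block and *Piezo2*- OLs matched for UMIs (−0.52, chosen after seeing the values), without the filter on low counts (adjusted p = 0.0285) and when adjusted over the list of genes that the paper names alone (adjusted p = 0.0129). *Opalin* and *Adgrg6*, which Fig. 1c prints, had log2 fold changes of −0.54 and 0.54 here and were not called. Both were called with the replicate block (adjusted p = 5.8e-28 and 2.6e-06) and over the list alone (adjusted p = 0.0076 and 0.0019), and both were called with the block and each control library left out, which was chosen after seeing the values. Both were also called without the filter on low counts. *Adgrg6* was called with at least 1000 UMIs per nucleus, without doublet removal, at Leiden resolution 1, with DESeq2, among the most variable genes, among the genes of Supplementary Data 1 for Fig. 1c, and with the block and *Piezo2*- OLs matched for UMIs, the last chosen after seeing the values.

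The paper states that *Piezo2* is strongest in MOL 5-6 among OLs. Here *Piezo2* was lower in OLs with a high MOL 5-6 score, with a log2 fold change of −0.23 that was not called, or −0.22 and called with the library as a block. After thinning it was 0.02, or 0.04 with the block, and not called. The paper's subclusters were not rebuilt, and the score rests on 4 marker genes of Supplementary Data 3. That table heads them as myelin-forming OLs 1-4 and 5-6, while Supplementary Fig. 1h speaks of MOL 1-4 and MOL 5-6, and reading one as the other is an assumption.

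The paper states that *Piezo2* is ablated in OLs of cKO mice, from ISH. In the libraries labelled cKO, *Piezo2* counts in OLs were not lower, with a log2 fold change of 0.25. The paper's probe for this targets the deleted exons, while counts per gene would still include transcripts without them. These are unlike measures, so the counts do not contradict the ISH. The paper states that *Cspg4* is specific for OPCs in the ON. Mural cells, which the paper does not list as a type, had 221 ± 13.9 CPM of *Cspg4* in the 2 control libraries with at least 10 such nuclei, against 335 ± 40.8 CPM in OPCs. From ISH the paper reports *Piezo1* as enriched in OPCs. In control OPCs it was counted at 3.12 ± 2.90 CPM, above the 0.825 CPM in OLs but below the mean of the other types. This rests on 5 UMIs, too few for a precise level, and ISH and counts in nuclei are unlike measures.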

Other observations

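In this part, the tests of free RNA, of the set of libraries, of empty droplets, of the 254 genes and of gene length were chosen only after the results were seen, while those of depth, of other splits of OLs, of other groupings of the libraries, of drawn-down OLs and of OL subclusters were planned.

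*Piezo2*+ OLs have more UMIs per nucleus than *Piezo2*- OLs, and depth was tested as an explanation of the 74 genes called between them. With *Piezo2*- OLs matched for UMIs, 45 genes were called, which argues against depth as the whole explanation, although it may add to the count. Splits of OLs by 50 other genes of similar abundance called at most 15 genes, and 0 of 50 as many as the split by *Piezo2*. The median of these splits was 0 genes in edgeR, since 44 called none, and 50 random splits of the same size called none. With the library as a block, splits by other genes called a median of 28.5 and at most 269 genes, against 435 for *Piezo2*. After thinning to 1000 UMIs, 2 of 50 splits by other genes called as many genes as that by *Piezo2*. Exchanging the sums within libraries gives 8 assignments, of which 1, the real one, called as many genes, and 8 assignments alone cannot exclude chance at 0.05, while the random splits of nuclei argue against it. What distinguishes *Piezo2*+ OLs besides *Piezo2* stays open.

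For the genotype comparison, the 8 libraries can be grouped into 4 and 4 in 35 ways. In OLs, 2 of 35 groupings called as many genes as the genotypes, so chance cannot be excluded. The other one sets control replicates 1 and 2 with replicates 10 and 12 of the libraries labelled cKO against the rest and called 254 genes, while 33 of the groupings called none. In OPCs 5 of 35 groupings called at least 8 genes, with 29 at most. In astrocytes, endothelial cells, fibroblasts, myeloid cells and neurons 0 genes were called by edgeR. Any grouping calls at least as many, so the groupings test nothing for these types. The most genes called by a grouping were 14, 71, 0, 1 and 2 in these types. Within the sets, genotypes differed in 12 genes in the first and 10 in the second, which are not all the same genes. *Zfhx4*, *Pde3a* and *Abca8a* were called in both sets, *Gm49688* in the first only, *4930420G21Rik* in the second only, and *Lama2* and *Cacna2d3* in neither. *Gm33255*, which lies near *Olig2* and was not called over all libraries in edgeR, was also called in both sets (1.26 and 1.46). With the set as a term the 12 genes called in OLs kept their call. Each set holds as many control libraries as libraries labelled cKO. A difference between the sets therefore cannot produce a genotype difference, and this term does not test it as a source.

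The number of nuclei per type was tested as an explanation of where genes were called. With OLs drawn down to the number of astrocytes, the fewest genes called in 10 draws were 13, so fewer nuclei alone would not give 0 in astrocytes. With OLs drawn down to the number of OPCs, a median of 9.5 genes was called, against 8 in OPCs, so that the lower count in OPCs may follow from their number.

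Free RNA and nuclei of other types were tested as a source of the genes called in OLs. Of 12 genes, 11 kept their call after subtraction of the ambient profile. Among 7 marker lists of other cell types, 0 differed between genotypes in OLs at an adjusted p under 0.05 by camera or fry (lowest adjusted p 0.176 and 0.717), with median log2 fold changes of −0.22 to 0.10. The lists of neurons and of mural cells and T cells could be tested only in part or not at all, since few of their genes are counted in OLs. The OL list had a median of 0.10. Hemoglobin (median −1.42, camera adjusted p = 2.1e-08, fry adjusted p = 0.0543), pituitary (−2.32, 1.7e-04 and 0.143), ribosomal (0.21, 7.2e-07 and 0.717) and mitochondrial genes (0.22, 3.8e-06 and 0.101) were called by camera, and none of these calls holds under fry. Yet the genes called in OLs by DESeq2 include *Hba-a1* (−1.40), *Hba-a2*, *Hbb-bt* and *Pomc*. With the set of libraries as a term, they include *Hba-a1*, *Gh* (−6.93) and *Prl* (−5.92). None of these is among the 12 genes, and free RNA stays open for them. A different share of OL subclusters was tested as well. The change within subclusters was 0.916 of that in all OLs (median over the called genes), which argues against it.

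*Piezo2* UMIs in OLs of the libraries labelled cKO could come from free RNA. The highest level of *Piezo2* in the plateau of empty droplets of these libraries was 70.4 CPM, and barcodes under 100 UMIs, which gave the subtracted profile, had 116 to 190 CPM. Both are below the 521 to 571 CPM of their OLs, which argues against free RNA as the whole source. Transcripts of the floxed allele without the deleted exons, which are the target of the exon-specific ISH probe in the paper's methods, would still be counted, and a wrong label of these libraries is not excluded by counts per gene. Both stay open.

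Hemoglobin genes were lower in OPCs of the libraries labelled cKO. Their level in empty droplets was 16780 ± 3493 CPM in the control libraries and 5970 ± 1528 CPM in the libraries labelled cKO (SD, n = 4, exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 libraries allow), and after subtraction of the ambient profile the 3 genes had too few counts left to be tested in OPCs. This is consistent with free RNA from blood, which differed between the genotypes.

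The 254 genes called between the sets of libraries in OLs, 43 higher and 211 lower in the second set, might follow an unequal share of mature transcripts outside the nucleus. Across 14391 genes, which are not independent replicates, the difference between the sets correlated with gene length at a Spearman rho of −0.111. Ribosomal genes were higher in the second set (median log2 difference 0.38) and mitochondrial genes hardly differed (0.06). This explanation cannot be told apart from others with these values, because its predictions go both ways. The sets are not conditions and were found from the data.

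The genotype difference in OLs also followed gene length across these genes (rho −0.396). Among the 35 groupings, 2 had a correlation as large, with 0.425 as the largest size and 0.187 as the median, so chance cannot be excluded. Whether this trend adds to the lower values of called genes such as *Lama2* and *Cacna2d3* was not tested.

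*Olig2* was higher, not lower, in OLs and OPCs of the libraries labelled cKO, at the levels given with its comparison by cell type, although the *cre* line is heterozygous for *Olig2* in the paper's description. No explanation of this was tested.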
